# Dose-Dependent Effects of Morphine Exposure on mRNA and microRNA (miR) Expression in Hippocampus of Stressed Neonatal Mice

**DOI:** 10.1371/journal.pone.0123047

**Published:** 2015-04-06

**Authors:** Ryan M. McAdams, Ronald J. McPherson, Richard P. Beyer, Theo K. Bammler, Frederico M. Farin, Sandra E. Juul

## Abstract

Morphine is used to sedate critically ill infants to treat painful or stressful conditions associated with intensive care. Whether neonatal morphine exposure affects microRNA (miR) expression and thereby alters mRNA regulation is unknown. We tested the hypothesis that repeated morphine treatment in stress-exposed neonatal mice alters hippocampal mRNA and miR expression. C57BL/6 male mice were treated from postnatal day (P) 5 to P9 with morphine sulfate at 2 or 5 mg/kg *ip* twice daily and then exposed to stress consisting of hypoxia (100% N_2_ 1 min and 100% O_2_ 5 min) followed by 2h maternal separation. Control mice were untreated and dam-reared. mRNA and miR expression profiling was performed on hippocampal tissues at P9. Overall, 2 and 5 mg/kg morphine treatment altered expression of a total of 150 transcripts (>1.5 fold change, P<0.05) from which 100 unique mRNAs were recognized (21 genes were up- and 79 genes were down-regulated), and 5 mg/kg morphine affected 63 mRNAs exclusively. The most upregulated mRNAs were fidgetin, arginine vasopressin, and resistin-like alpha, and the most down-regulated were defensin beta 11, aquaporin 1, calmodulin-like 4, chloride intracellular channel 6, and claudin 2. Gene Set Enrichment Analysis revealed that morphine treatment affected pathways related to cell cycle, membrane function, signaling, metabolism, cell death, transcriptional regulation, and immune response. Morphine decreased expression of *miR-204-5p*, *miR-455-3p*, *miR-448-5p*, and *miR-574-3p*. Nine morphine-responsive mRNAs that are involved in neurodevelopment, neurotransmission, and inflammation are predicted targets of the aforementioned differentially expressed miRs. These data establish that morphine produces dose-dependent changes in both hippocampal mRNA and miR expression in stressed neonatal mice. If permanent, morphine–mediated neuroepigenetic effects may affect long-term hippocampal function, and this provides a mechanism for the neonatal morphine-related impairment of adult learning.

## Introduction

Critically ill preterm and full-term infants in the neonatal intensive care unit (NICU) undergo inescapable stress, often for prolonged periods. These infants are commonly exposed to high doses of morphine to provide analgesia, sedation, and to treat neonatal abstinence syndrome [1]. The individual and combined effects of stress and morphine may affect neurodevelopment [2]. To evaluate these potential influences on developmental outcomes, we developed mouse and rat models of neonatal stress and morphine treatment to assess short- and long-term effects on development. The hippocampus is a logical focus because it mediates learning, it contains opioid receptors [3], and hippocampal mu-opioid receptor densities are altered by prenatal morphine [4] or adult immobilization stress [5].

A series of experiments identified that early stress and morphine produce lasting behavioral and hormonal effects including impairment of learning and increased sensitivity to hypoxia [6–10]. In addition, when we exposed neonatal mice to stress with and without morphine, we identified patterns of hippocampal mRNA expression associated with either morphine, stress, or the combination of morphine+stress. For example, neonatal stress and morphine elevated expression of mitochondrial electron transport-related gene sets, but down-regulated gene sets related to brain development and growth [11]. Morphine administration before and during pregnancy can cause cerebellar cortex thinning (Purkinje and internal granular layers) with Purkinje cell loss and decreased size of Purkinje cells in neonatal mice [12]. The mechanisms involved in regulating these morphine and stress-mediated changes in the developing brain remain unclear.

Morphine-mediated changes in hippocampal gene expression may involve regulation by miRs. miRs are single-stranded nonprotein-coding RNA transcripts that regulate gene expression by binding to the 3′ untranslated regions of mRNA transcripts to either inhibit mRNA translation or reduce mRNA stability [13]. More than 60% of mammalian mRNA transcripts are regulated by miRs [14]. Thousands of gene networks, many related to nervous system development and function, are regulated by miR activity [15–21]. A variety of morphine-modulated miRs are recognized with effects on addiction, brain development and immune function [22–25]. For example, *let-7* miRs regulate opioid tolerance by repressing translation of mu opioid receptor mRNA, *miR-154* and *miR-675* are increased in mice trained to self administer morphine [26, 27], morphine decreases *miR-133b* in immature rat hippocampal neuron cultures [28], and morphine increases *miR-15b* and decreases *miR-181b* in human monocyte-derived macrophages [29]. Since miRs regulate developmental gene expression and cellular functions, changes in miR expression secondary to morphine exposure may adversely impact neurodevelopment.

During critical care, a substantial number of premature infants are treated with morphine to reduce pain and stress and this raises concerns about the potential impact of stress and morphine on brain development [2]. We hypothesized that morphine may mediate changes in neonatal brain gene expression by altering miR-mediated mRNA regulation in stressed mice. If true, identifying whether neonatal morphine exposure affects miR-regulated pathways that may be deleterious to brain development is important. We describe the acute effects of neonatal morphine treatment on mRNA and miR expression in mouse hippocampus, and evaluate the miR-targeted mRNA pathways that are affected by neonatal morphine.

## Materials and Methods

### Animals

Adult wild-type C57BL/6 mice were purchased (Harlan, San Diego, CA) and housed under a 12 h light-dark cycle with free access to food and water. Breeding was performed with two females per cage. Birth was recorded as postnatal day (P) 1. Litters were culled to n = 7 maximum per dam. Mortality and weights were monitored. All animal procedures were approved by the University of Washington’s Animal Care and Use Committee.

### Treatments

Beginning on P5, male mice were assigned to one of 3 treatment conditions: untreated control (Con), morphine 2 mg/kg + stress (MS2), and morphine 5 mg/kg + stress (MS5). Untreated control animals were housed normally and exposed to minimal handling. Treated pups were exposed to stress, apnea, and morphine. To produce stress, mice were separated from the dam and isolated in cups within a veterinary warmer at 32°C (08:00 h to16:00 h). To simulate apnea, mice were exposed to 100% N_2_ for 1 min then 100% O_2_ for 5 min, twice daily (08:00 and 15:30 h). Just prior to each apnea exposure, mice received 10 μL *s*.*c*. injections of morphine. After treatments, mice were then returned to the home cage with the untreated control littermates and could nurse overnight *ad lib*. Experiments were repeated to acquire six animals per treatment condition.

### Tissue collection

All animals were killed on P9 by overdose with Beuthanasia-D (2.2 mL/kg, *i*.*p*.). After euthanasia, animals underwent cervical dislocation, brains were quickly removed, and bilateral hippocampi were dissected and pooled into a prelabeled tube that was immediately frozen in liquid nitrogen and then stored at -80°C until assay. RNA from the hippocampus was extracted using the Qiagen miRNeasy Kit protocol (Qiagen, Valencia, CA). RNA concentration was determined by measuring OD_260_ with a NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA). RNA purity was assessed by measuring OD_260/280_ and OD_260/230_ ratios. RNA integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Palo Alto, CA). Only RNA samples with 28S and 18S ribosomal RNA peaks that were baseline separated, and with OD_260/280_ and OD_260/230_ ratios of 1.8–2.1 were used for further analysis.

### Microarray processing and data analysis

RNA samples were prepared for hybridization onto Agilent mouse 8x60k mRNA microarrays (Agilent Technologies, Inc. Santa Clara, CA) using 200 ng of total RNA per sample and the manufacturer’s established protocols. RNA from 5 animals of each experimental group was arrayed on 15 arrays. Hybridization and washing of these arrays was accomplished using HS 400 Pro hybridization and wash stations (Tecan Systems, Inc., San Jose, CA) and scanned using an Agilent DNA Microarray Scanner (Agilent Technologies, Inc. Santa Clara, CA) using previously established methods. Raw microarray data were preprocessed with the Agilent Feature Extraction image analysis software (Agilent) and processed using Bioconductor *Agi4x44PreProcess* package with the *normexp* option for background adjustment and *quantile normalization* for inter-array correction [30]. Using the normalized data, we detected differential expression using Bioconductor’s limma software package, which calculates a p-value for each gene using a modified t-test in conjunction with an empirical Bayes method to moderate the standard errors of the estimated log-fold changes, and we estimated the false discovery rate using Bioconductor *p*.*adjust* [31–34].

Processing of the RNA samples for the Affymetrix GeneChip miR Array, which contains probe sets designated for various species including mouse, was performed according to the standard protocol recommended by the manufacturer (www.affymetrix.com/) using 500 ng of total RNA per sample. RNA from 3 animals of each experimental group were used for miR expression profiling on 9 arrays. Hybridized Affymetrix arrays were scanned with an Affymetrix GeneChip 3000 fluorescent scanner. Image generation and feature extraction was performed using Affymetrix GeneChip Command Console Software. Raw GeneChip miR array data was preprocessed with Affymetrix miR QCTool software (http://www.affymetrix.com/products_services/arrays/specific/mi_rna.affx#1_4). The preprocessing steps include the following: probe specific signal detection calls based on a Wilcoxon Rank-Sum test of the miR probe set signals compared to the distribution of signals from GC content matched antigenomic probes, background estimation and correction, constant variance stabilization on probes, probe level quantile normalization, and finally probe summarization using median polish. miR RNA arrays included oligo spike-in controls for monitoring array quality. Arrays were required to pass manufacturer’s quality control recommendations before further analysis. Only probes for *Mus musculus* were used in the subsequent analysis. miRs with significant evidence for differential expression were identified using the limma software. *P*-values were calculated with a modified *t* test with in conjunction with an empirical Bayes method to moderate the standard errors of the estimated Log-fold changes. *P*-values were adjusted for multiplicity with the Bioconductor package q value [35], which allows for selecting statistically significant miRs at a chosen estimated false discovery rate. P-values shown in text, tables and figures are unadjusted p-values unless otherwise stated. All samples and all expression values were used in the analysis of the data, that is, potential outliers were not removed from the analysis.

### Quantitative TaqMan based RT-PCR analysis of protein coding mRNA

Quantitative PCR (qPCR) analysis was performed to validate gene expression changes for the seven specific genes (*Aqp1*, *Avp*, *Calml4*, *Cldn2*, *Defb11*, *Fign*, *Renla*) that exhibited the greatest differential expression observed in microarray analysis. Reverse transcription was performed according to the manufacturer’s established protocol using total RNA and the SuperScript III First-Strand Synthesis System (Invitrogen, Carlsbad, CA, USA). For gene expression measurements, 2 μL of cDNA were included in a PCR reaction (12 μL final volume) that also consisted of the ABI inventoried TaqMan Gene Expression Assays mix and the TaqMan Gene Expression Master Mix according to the manufacturer’s protocol (Applied Biosystems, Inc., Foster City, CA, USA). Amplification and detection of PCR amplicons for *Avp* and *Cldn2* were performed with the ABI PRISM 7900 system (Applied Biosystems, Inc., Foster City, CA, USA), whereas the ROCHE LightCycler 480 was used for *Aqp1*, *Calml4*, *Defb1*, *Fign and Renla*. The following PCR reaction profile was used: 1 cycle of 95°C for 10 min, 40 cycles of 95°C for 15 s, and 60°C for 1 min. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) amplification plots derived from serial dilutions of an established reference sample were used to create a linear regression formula in order to calculate expression levels. GAPDH gene expression levels were utilized as an internal control to normalize the data. This was carried out independently for the data that was generated with the ABI PRISM 7900 system as well as the ROCHE LightCycler 480. The same 15 samples, each derived from a different mouse, were used for RT-PCR analysis and mRNA expression profiling. The normalized qPCR data were compared directly using t-tests and also via conventional linear model using morphine dose as a continuous independent variable. The following TaqMan RT-PCR assays from Life Technologies (Carlsbad, CA, USA) were used to assess expression of *Retnla*, *Defb11*, *Aqp1*, *Calml4*, *Fign*, *Cldn2*, *Avp* and *GAPDH*: *Retnla* Assay ID Mm00445109_m1, *Defb11* Assay ID Mm02029641_u1, *Aqp1* Assay ID Mm00431834_m1, *Calml4* Assay ID Mm01174378_m1, *Fign* Assay ID Mm01275471_m1, *Cldn2* Assay ID Mm00516703_s1, *Avp* Assay ID Mm00437761_g1, *GAPDH* Assay ID Mm99999915_g1.

### Quantitative TaqMan based RT-PCR analysis of miRs

Reverse transcription was performed using the Life Technologies TaqMan MicroRNA RT Kit following the manufacturer’s established protocol for multiplex RT for TaqMan MicroRNA Assays. In addition to the manufacturer’s standard reagents, 20ng of total RNA was used in conjunction with a multiplex RT primer pool (created by pooling TaqMan primers, drying down in a speed vacuum, and adjusting volume for a 62.5nM concentration for each primer). After Reverse Transcription was completed, Real-Time PCR was carried out on an ABI Prism 7900 Sequence Detection System (Life Technologies) with *U6* snRNA used as an endogenous control to normalize the miR RT-PCR data. RT-PCR analysis was performed for *miR-448*, *miR-34c*, miR-34c*, *miR-204*, *miR-1839-3p*, *miR-153*, *miR-1983*, *miR-214*, *miR-455*, *miR-574-3p*. In addition to the 9 samples that were used for miR array expression profiling, 4 additional biological replicates each for the 2 mg/kg and 5 mg/kg experimental groups, and 2 additional replicates for the 0 mg/kg control group were used for miR RT-PCR analysis, for a total of 19 samples. The following TaqMan RT-PCR assays from Life Technologies were used to assess expression of *mmu-miR-455*, *mmu-miR-574-3p*, *mmu-miR-448-5p*, *mmu-miR-45c-5p*, *mmu-miR-34c-3p*, *mmu-miR-204*, *mmu-miR-1839-3p*, *mmu-miR-153*, *mmu-miR-1983*, *mmu-miR-214* in mouse: 002455 (*mmu-miR-455*), 002349 (*mmu-miR-574-3p*), 464921_mat (*mmu-miR-448-5p*), 000428 (*mmu-miR-45c-5p*), 001197 (*mmu-miR-204*), 002584 (mmu-miR-34c*), 121203_mat (*mmu-miR-1839-3p*), 001191 (*mmu-miR-153*), 121204_mat (*mmu-miR-1983*), 002306 (*mmu-miR-214*) and 001973 (*U6* snRNA).

### Gene Set Enrichment Analysis of mRNA array data

For Gene Set Enrichment Analysis, we used the Bioconductor package limma’s *romer* function, which boosts the signal-to-noise ratio and performs a cross-correlation analysis to detect sets of genes in which the constituents show coordinated changes in expression [36–38]. To be stringent, only gene sets meeting the criterion of P < 0.01 were considered, and qualifying gene sets were cross-tabulated to exclude sets that were duplicated or that were subsets of a larger qualifying gene set. We used the Broad Institute’s Molecular Signatures Database (MSigDB) collection of >10,000 gene sets divided into 7 major collections, and we chose two major collections (C2 and C5) which were curated genes (subsets Biocarta, Reactome), and the Gene Ontology (GO) gene sets (subsets: cellular component, molecular function and biological process) respectively (http://www.broadinstitute.org/gsea/msigdb/index.jsp).

### Identification of miR targets

The miR target feature of the Ingenuity Pathway Analysis software was used to identify miR targets (http://www.ingenuity.com/, Version 18030641 (Release Date: 2013-12-06)). IPA uses the TargetScan database for predicted miR-mRNA targets. TargetScan uses seed paring to predict mRNA targets. High predicted confidence is assigned either if the relationship is between a conserved or highly conserved miR as defined by TargetScan and at least one conserved site on the targeted sequence or the total context score, as defined by TargetScan, is -0.4 or less. This indicates that the miR is predicted to repress the expression of its mRNA target to 40% of the "normal" level. Moderate predicted confidence is assigned if the total context score, as defined by TargetScan, is -0.2 or less. This indicates that the miR is predicted to repress the expression of its mRNA target to 65% of the "normal" level. The miR targets presented below were all predicted with high or moderate confidence.

### Public database

All gene expression data have been deposited to the National Center for Biotechnology Information Gene Expression Omnibus public database repository (http://www.ncbi.nlm.nih.gov/geo/). The data is accessible under GEO accession number GSE62346.

## Results

To assist the reader with interpretation of the data, Fig 1 is a flow diagram illustrating the general experimental design and analysis.

**Fig 1:**
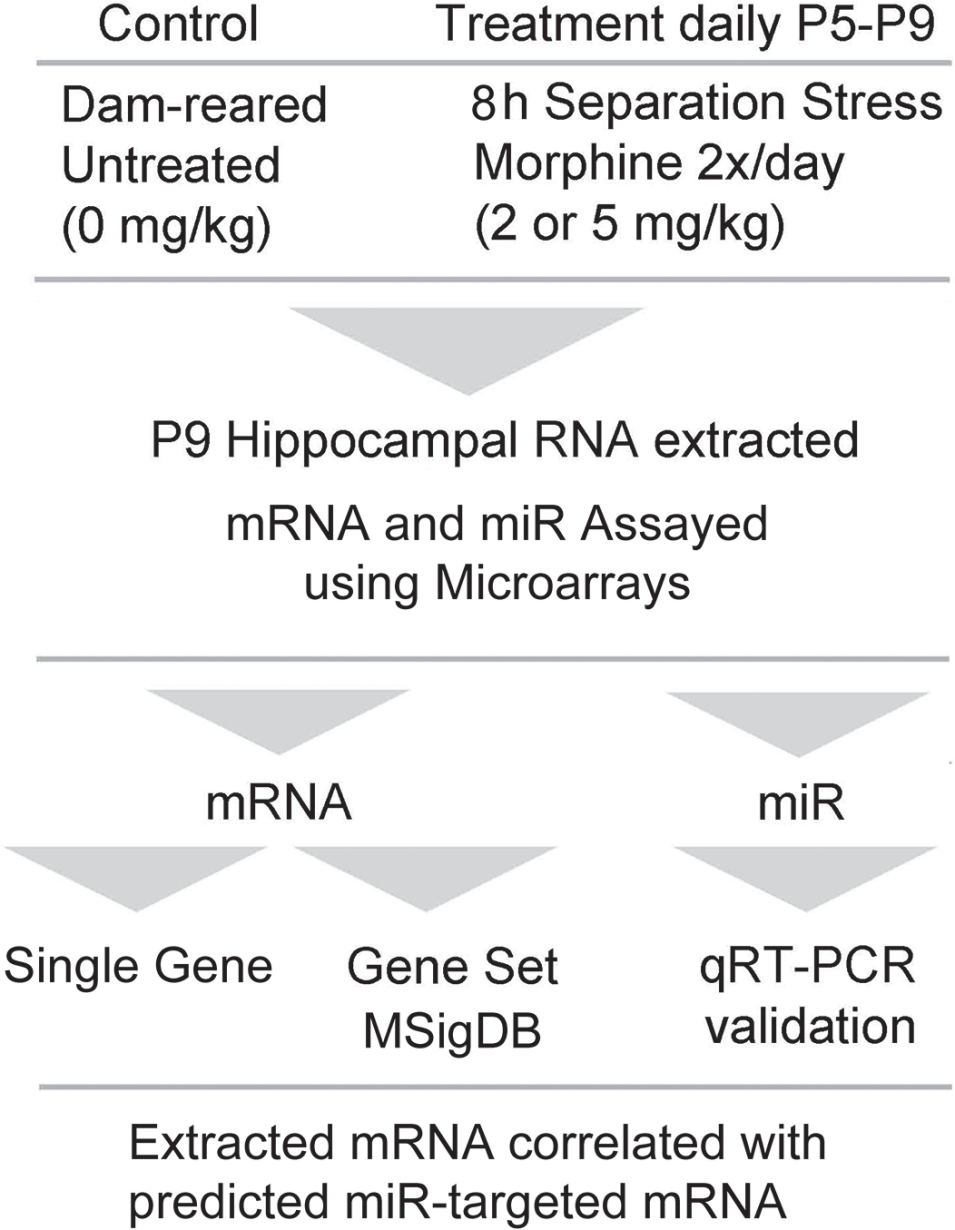
Flow diagram illustrating the experimental design and analysis. Neonatal mice were treated from postnatal day five (P5) to P9 as described and RNA was analyzed as shown. Abbreviation: molecular signatures database (MSigDB).

### Single Gene Analysis

Morphine produced differential expression (>1.5 fold, p<0.05) of neonatal mouse hippocampal genes. 

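Hippocampal RNA from 15 pups killed on P9 was hybridized to 1-colour Agilent arrays, with 5 arrays from untreated controls, 5 from the MS2 group and 5 from the MS5 group. From P5 the treated pups had received morphine at 2 or 5 mg/kg together with maternal separation and apnea, so each contrast with controls spanned morphine and the stress protocol. The authors deposited the scanner's intensity for each spot and a table of background-adjusted, quantile-normalized log2 values. Starting from the intensity files, background was adjusted with normexp at an offset of 50, the arrays were quantile normalized, the control spots were dropped, and spots that carried the same probe were averaged. This left 55681 probesets from 62976 spots per array. The median spot signal was 121 to 153 on control arrays, 58.2 to 154 on MS2 arrays and 126 to 151 on MS5 arrays. The share of spots well above background had a median of 74.9% in controls, 76.7% in the MS2 group and 76.6% in the MS5 group, and 0 spots were saturated. The 3 groups were compared in 1 limma fit, with Benjamini-Hochberg adjustment over all probesets. Single probesets were also compared with a two-sided exact permutation test, whose smallest possible p for 5 arrays against 5 was 0.00794. The number of arrays limited the precision of each value. The array of MS5 replicate 9 carried Xist, a gene chosen after its values were seen, at 11.34 (log2) against a mean of 5.98 on the 14 other arrays.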

Overall, 150 of 21,045 probesets exhibited differential expression and Fig 2 is a Venn diagram illustrating the comparative distribution of those effects. 

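At more than 1.5-fold with an unadjusted p under 0.05, 148 of the 55681 probesets differed in at least 1 of the 3 contrasts. The MS2 group differed from controls at 13 probesets, of which 9 were higher and 4 lower. In the MS5 group 127 differed from controls, 25 higher and 102 lower. Between the MS5 and MS2 groups 72 differed, 10 higher and 62 lower in the MS5 group. In the terms of the Venn diagram, 10 probesets belonged to the MS2 contrast alone, 63 to the MS5 contrast alone and 11 to MS5 versus MS2 alone. Another 61 were shared by MS5 versus controls and MS5 versus MS2, 3 were shared by both contrasts with controls, and 0 were shared by all 3. The counts of 10, 63, 61 and 3 equal those printed in Fig 2. The alternative that moved the MS5 count most was the scanner's processed signal scaled to the 75th percentile of each array, with 623 probesets, 294 higher and 329 lower. Without MS5 replicate 14 the count was 61, and without MS5 replicate 12 it was 213.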

From these 150 probesets, 100 unique genes with functionally meaningful annotations were recognized (21 genes were up- and 79 genes were down-regulated). 

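Of the 148 probesets, 123 carried a curated RefSeq transcript identifier, and these had 108 different gene names. In the MS5 contrast with controls, those of the 127 probesets that had an identifier of a curated coding transcript gave 93 gene names, 18 higher and 75 lower. Counting names of any kind, including predicted and non-coding transcripts, the 127 probesets gave 110. Each of the 127 was well above background on every array of at least 1 group.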

Select morphine-responsive mRNAs (p<0.05) are listed in Table 1 and are sorted based on fold change. Seven of the genes most affected by morphine, as determined by microarray, were also quantified by qPCR (highlighted in Table 1) and those data were analyzed using dose of morphine as a continuous covariate. Five of the seven genes re-quantified using qPCR exhibited corroborating changes in expression that also varied significantly as a function of morphine dose. 

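After adjustment over the 55681 probesets, limma called 0 at an adjusted p under 0.05 in each of the 3 contrasts. The smallest adjusted p was 0.970 for MS2 versus controls, 0.629 for MS5 versus controls and 1.00 for MS5 versus MS2. At an unadjusted p under 0.05, without a limit on fold change, 2324, 2176 and 2211 probesets differed. Over the alternative settings the smallest adjusted p for MS5 versus controls lay between 0.248 and 1.00. The 5 MS5 arrays lay entirely on one side of the 5 control arrays at 463 probesets, 0.832% of those tested, where chance gives 0.794%. Among the 127 probesets past the threshold, 12 were separated in this way. Of these, Retnla, Spef2 and the transcript ENSMUST00000143859 rose, and the largest falls were those of Steap1, Ins1, Fap, Baiap2l1 and Rbm47. Steap1 fell by 1.49 (log2) and Spef2 rose by 0.59.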

The entire single gene analysis and a heat map are available in (S1 Table and S1 Fig).

**Fig 2:**
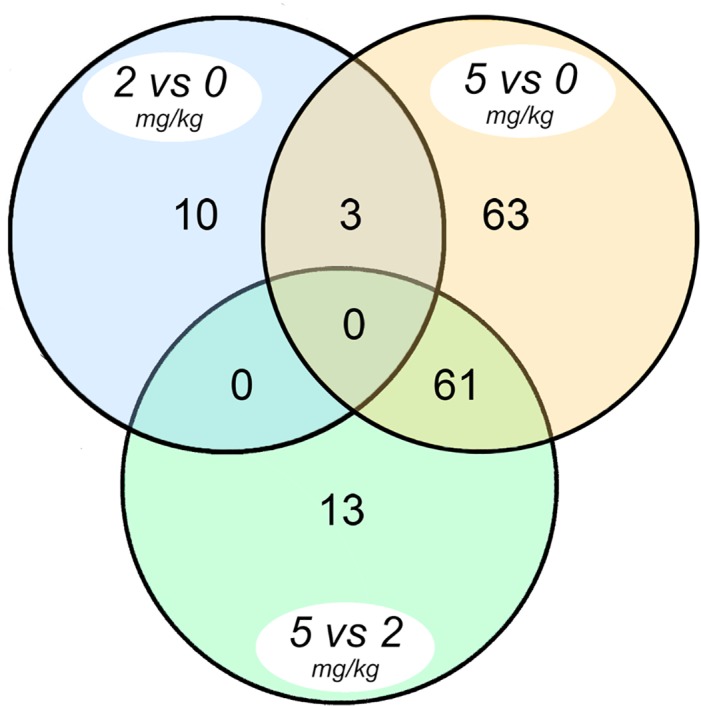
Venn diagram showing differential expression (>1.5-fold, p ≤ 0.05) of mRNAs that are unique as well as those shared by the three morphine dose contrasts indicated.

**Table 1:** Single Genes affected by MS5.

Symbol	Systematic Name (NM)	mRNA fold change log_2_ compared to Control		Protein
		MS2	MS5	
*Defb11* ^*a*^	139221	-0.16	-2.11**	defensin beta 11
*Aqp1* ^*b*^	007472	0.16	-1.79*	aquaporin 1
*Calml4* ^*c*^	138304	-0.27	-1.71**	calmodulin-like 4
*Cldn2* ^*d*^	016675	-0.10	-1.52**	claudin 2
*Folr1*	008034	-0.23	-1.48**	folate receptor 1
*Slc4a5*	1166067	0.06	-1.47**	solute carrier 4, 5
*Sulf1*	172294	-0.18	-1.34**	sulfatase 1
*Kl*	013823	-0.27	-1.28**	klotho
*Car14*	011797	-0.12	-1.10**	carbonic anhydrase 14
*Msx1*	010835	-0.14	-1.01**	msh homeobox 1
*Sln*	025540	0.18	-0.90*	sarcolipin
*F5*	007976	-0.10	-0.77 **	coagulation factor V
*Defb35*	139224	-0.28 *	-0.76 **	defensin beta 35
*Tgfbi*	009369	-0.09	-0.73 **	transforming growth factor, beta
*Pcolce2*	029620	-0.12	-0.72 **	procollagen C proteinase enhancer 2
*Hoxb3*	1079869	-0.17	-0.64 **	homeobox B3
*Loxl1*	010729	-0.11	-0.63 **	lysyl oxidase-like 1
*Defb10*	139225	-0.01	-0.60 **	defensin beta 10
*Itgax*	021334	-0.44 *	-0.60 **	integrin alpha X
*Tcea3*	011542	0.07	-0.60 **	transcription elongation factor A (SII)
*Cdh7*	172853	0.16	0.61*	cadherin 7, type 2
*Epha10*	177671	0.33	0.63*	Eph receptor A10
*Zmat4*	177086	0.36	0.67*	zinc finger, matrin t4
*Oprk1*	011011	-0.04	0.81*	opioid R, kappa1
*Fign* ^*e*^	021716	-0.14	1.52**	Fidgetin
*Trh*	009426	-0.20	1.98**	thyrotropin-releasing hormone
*Avp* ^*f*^	009732	0.30	2.45*	arginine vasopressin
*Retnla* ^*g*^	020509	0.37	2.58**	resistin like alpha

Selected single genes exhibiting differential microarray gene expression in hippocampus taken from neonatal mice exposed to a mild stress and morphine (2 or 5 mg/kg) protocol. 

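For MS5 versus controls, 18 of the 28 genes in Table 1 were past 1.5-fold with an unadjusted p under 0.05 in limma. The other genes of the table were Sln, Hoxb3, Loxl1, Defb10, Tcea3, Cdh7, Epha10, Zmat4, Oprk1 and Fign, and all 10 passed when limma's array weights were used. No gene of the table had an adjusted p below 0.629. The resistin-like gene Retnla, at positions 48844447 to 48844506 of chromosome 16 (mm9), rose from 6.80 ± 0.27 in controls to 9.31 ± 2.17 in the MS5 group (log2, SD, n = 5), a fold change (log2) of 2.51 with a standard error of 0.75. All 5 MS5 arrays lay above all 5 control arrays (exact permutation p = 0.00794). Left-out arrays changed its fold change to between 1.92, without MS5 replicate 14, and 3.02. Trh rose from 8.26 ± 1.41 to 10.15 ± 1.05, a fold change (log2) of 1.89 (exact permutation p = 0.0476), and stayed past the threshold in 3 of the 10 fits that left out 1 array, from 1.60 without MS5 replicate 8 to 2.49 without control replicate 19. The MS2 fold change of Trh was 0.64, and -0.10 without MS2 replicate 4. The calmodulin-like gene Calml4 had a fold change (log2) of -1.49 (exact permutation p = 0.0317) and the folate receptor Folr1 one of -1.29 (exact permutation p = 0.0397), while a second Folr1 probeset gave -2.0. Slc4a5 and Sulf1 changed by -1.25 and -1.17, less than the spread between arrays could separate by the exact test (p = 0.0714 and 0.0556). Their second probesets gave -0.73 (exact permutation p = 0.103) and -1.03 (exact permutation p = 0.0397). Calml4, Folr1, Slc4a5 and Sulf1 were among 32 genes of a preset choroid plexus list, all of which were lower in the MS5 group. The paper names 12 of the 32 as changed on these same arrays. The 20 others had a median fold change (log2) of -0.96. For F5, at -0.67 (exact permutation p = 0.0397), 4 of the 5 MS5 arrays were well above background, and a second probeset with a higher mean level gave -1.13 (exact permutation p = 0.0397).

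**Figure D1:**
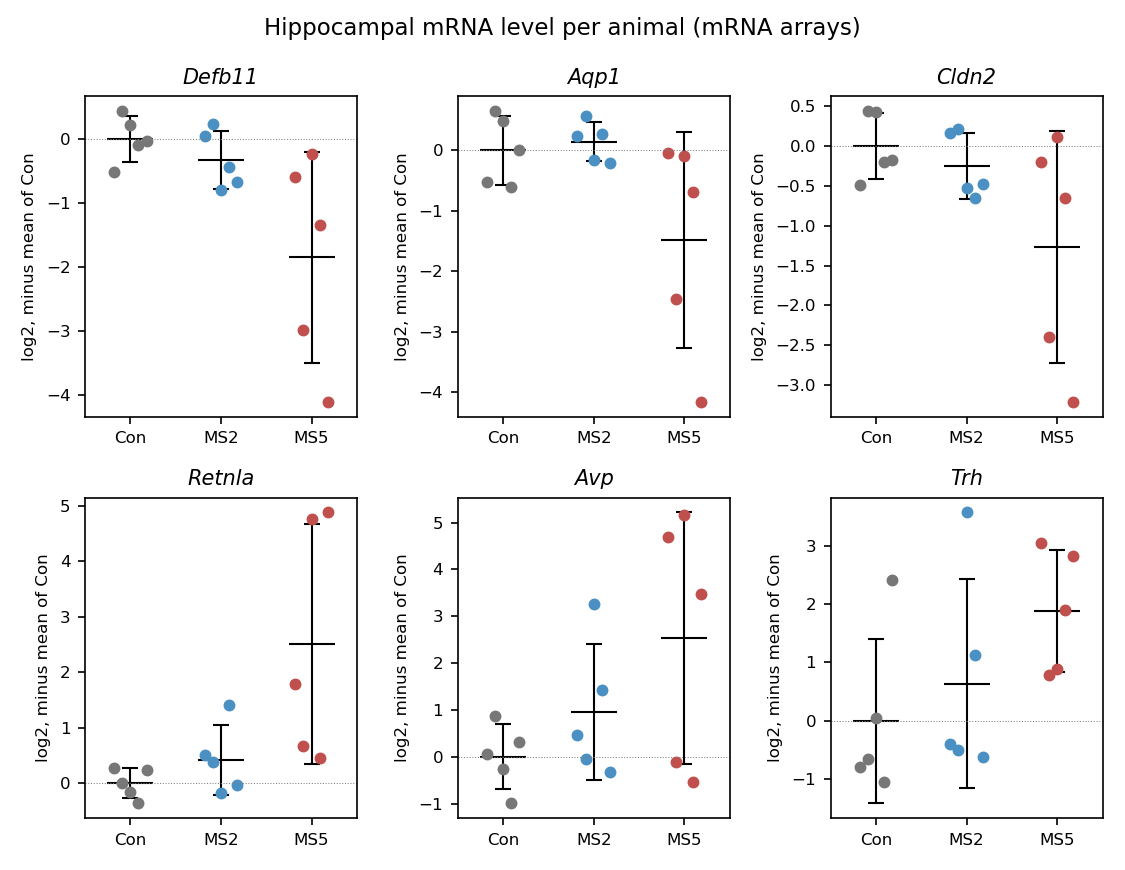
Expression of Defb11, Aqp1, Cldn2, Retnla, Avp and Trh on each mRNA array as log2 minus the control mean, with the mean and SD of 5 arrays per group. Each dot is 1 pup.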

Superscripts (a-g) highlight seven of the genes most affected whose expression patterns were also quantified by qPCR and analyzed using morphine dose as a covariate. Genes are ordered by increasing fold change of MS5.

Array P-values: * P ≤ 0.05

** P ≤ 0.01; qPCR P-values

^*a*^ 0.01

^*b*^ 0.02

^*c*^ 0.01

^*d*^ 0.05

^*e*^ 0.58

^*f*^ 0.04

^*g*^ 0.45.

### Gene Set Enrichment Analysis (GSEA)

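Gene sets were tested on the same mRNA arrays for the contrast of the MS5 group with controls, with 1 probeset per gene for 36157 gene names. Set membership came from copies of S2 to S6 Tables that list at most 40 genes per set. Of the 2313 sets in those tables, 1520 had a complete list and were tested, and the longer sets were not analysed here. Sets were tested with romer, limma's rotation test, whose number of rotations makes 0.0001 the smallest p that it can give. Over the 1520 sets, 27 passed p under 0.01 for a rise, 43 for a fall and 27 for a mixed change, where 15.2 of each would pass by chance. After adjustment over the 1520 sets, romer called 0 in each direction at an adjusted p under 0.05, with a smallest adjusted p of 0.0507. With 0.0001 as the smallest romer p, a single set could not pass this adjustment, so the 0 decides little. At an unadjusted p under 0.01, camera with its preset correlation of 0.01 called 84 sets, of which 32 had an adjusted p under 0.05, and fry called 25, with 0 adjusted and a smallest adjusted p of 0.535. Among the sets of Tables 2, 3 and 6 that could be tested, 19 passed romer p under 0.01 in the direction of their table. The alternatives that moved this most were romer with array weights, with 30, and fry, with 8.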

Gene sets and pathways with concordant changes in expression were identified using separate Romer analyses based on the GO:C5 (cell/molecular/biological), Biocarta and Reactome gene set collections. Tables 2–6 list the gene sets that are significantly altered at p<0.01 in mouse hippocampus following neonatal morphine exposure (MS5 *vs*. controls) and complete listings are provided in (S2–S6 Table). 

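Table 2 lists 31 GO gene sets as upregulated, and 22 of them could be tested. Of these, 4 had a romer p under 0.01 for a rise and 15 were under 0.05, with a median p of 0.0296. The 4 were endothelial cell proliferation (romer p 0.0002), regulation of homeostasis (romer p 0.0024), serotonin receptor activity (romer p 0.0039) and muscle contraction (romer p 0.0073). The glutamate receptor activity set held 20 genes, 15 higher and 5 lower in the MS5 group, with a median fold change (log2) of 0.08. Its romer p for a rise was 0.0229, its camera p 0.0132 and its fry p 0.110. For the cyclic nucleotide phosphodiesterase sets the romer p was 0.0182, and 0.0123 for the cyclic AMP member.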

Upregulated gene sets in the MS5 group were frequently related to cell signaling/synaptic transmission, cyclic AMP signaling, glutamate receptor activity, and regulation of lymphocyte activation. Gene sets downregulated following MS5 exposure were frequently related to transmembrane transport and cellular development. 

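Table 3 lists 31 GO gene sets as downregulated, and 20 could be tested. Of these, 10 had a romer p under 0.01 for a fall and 18 were under 0.05, with a median p of 0.0087. Among the transport sets, amino acid transmembrane transport passed (romer p 0.0072, 7 genes higher and 21 lower), whereas anion transport (romer p 0.0252) and vitamin transport (romer p 0.0175) stayed above 0.01. Among the developmental sets, tube development passed (romer p 0.0033). Translation initiation, with 2 genes higher and 21 lower, had a p of 0.0064, and cell division one of 0.0067. The median of the set medians was a fold change (log2) of -0.05, and the largest single set median was 0.14 in size.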

Biocarta GSEA identified effects of morphine on immunomodulation pathways including beta-arrestin and T cell signaling, death domain, nuclear factor kappa B (NF-kB), and stress-related signaling. 

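All 22 Biocarta sets of Table 5 could be tested, and 7 had a romer p under 0.01 in the direction under which the table lists them. Of the 9 sets listed as upregulated, 4 passed, namely CSK (romer p 0.0016), ERK, MAL (romer p 0.0075) and beta-arrestin Src. Of the 8 listed as downregulated, 0 passed by romer for a fall and 1 was under 0.05. Among the same 8, 1 passed for a rise and 4 passed as mixed. Of the 5 listed as mixed, 3 passed as mixed and 3 passed for a fall. The beta-arrestin Src set held 14 genes, all 14 higher in the MS5 group, with a median fold change (log2) of 0.09, a romer p of 0.0001, the smallest that its rotations can give, a camera p of 3.49e-05 and a fry p of 0.00211. The DEATH set held 30 genes, 9 higher and 21 lower, with a median of -0.05, a romer p for a fall of 0.0061 and a camera p of 0.00104. Table 5 lists this set as mixed, and its mixed romer p was 0.0737. The p printed for the downregulated sets are those of the mixed test in the supplement, and those printed for the mixed sets are of the test for a fall. By the tests whose p Table 5 prints, 11 of the 22 sets passed, a comparison chosen after the values were seen. Over all 207 testable Biocarta sets, romer passed 13 for a rise, 4 for a fall and 12 as mixed, where 2.07 of each would pass by chance, and 2 sets that rose had an adjusted p under 0.05 within this collection, the smaller 0.0104. Fry passed 6 of the 207 and none of them after adjustment. The count for Table 5 moved most, to 2, when the probeset with the highest mean level stood for each gene. With camera, which has no mixed test and so could not pass the 5 mixed sets, it was 5. The camera count was 3 without control replicate 15 and 6 without control replicate 19.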

Reactome GSEA found notable effects of morphine on neurotransmission including upregulation of GABA and opioid signaling, and downregulation of NOTCH, apoptosis, and lipid and carbohydrate metabolism.

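Of the Reactome sets in Table 6, 5 of the 17 listed as upregulated, 6 of the 12 listed as downregulated and 2 of the 6 listed as mixed could be tested. The GABA, opioid, lipid and carbohydrate sets each had 40 listed genes or more and were not analysed here. None of the 5 upregulated sets had a romer p under 0.01, and all 5 were under 0.05. Among the 6 downregulated sets, 5 passed. Cleavage of the Notch receptor held 11 genes, 2 higher and 9 lower, with a median fold change (log2) of -0.10, a romer p for a fall of 0.0045 and a fry p of 0.00189. The extrinsic pathway of apoptosis, also of 11 genes, had 1 higher and 10 lower, a median of -0.11 and a romer p of 0.0071. Its camera p was 8.33e-06 and its fry p 0.0193. Activation of AKT1 (romer p 0.0033), caspase cleavage (romer p 0.0051) and the chaperonin set (romer p 0.004, 4 genes higher and 22 lower) passed as well, and metabolism of porphyrins reached a romer p of 0.0115. Over the 433 testable Reactome sets, romer passed 6 for a rise, 14 for a fall and 5 as mixed, where 4.33 of each would pass by chance.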

**Table 2:** GO:C5 MS5-upregulated mRNA pathways.

Gene Set Description	P	# Up	# Down
*Cellular Component*	(none met criterion P<0.01)		
*Molecular Function*			
3',5'-cAMP Phosphodiesterase Activity	0.003	11	2
Cyclic Nucleotide Phosphodiesterase Activity	0.004	12	2
N-methyltransferase Activity	0.001	8	5
Oxidoreductase Activity	0.008	18	12
Phosphatase Inhibitor Activity	0.001	10	1
Phosphatase Regulator Activity	0.009	19	6
Serotonin Receptor Activity	0.001	7	3
SH2 Domain Binding	0.005	11	4
Sodium Channel Activity	0.008	10	5
Transcription Elongation Regulator Activity	0.009	7	3
*Biological Process*			
B Cell Activation	0.008	11	8
Behavior	0.003	76	57
Calcium-mediated Signaling	0.003	11	4
cAMP-Mediated Signaling	0.004	40	23
Cell Activation	0.007	38	30
Central Nervous System Development	0.0002	64	53
Chromosome Organization and Biogenesis	0.003	7	3
Endothelial Cell Proliferation	0.0001	7	3
G Protein Receptor Pathway	0.0004	175	142
Hormone Secretion	0.002	12	4
Leukocyte Differentiation	0.010	21	14
Lymphocyte Activation	0.010	13	7
Multicellular Organismal Process	0.0002	76	62
Muscle Contraction	0.0001	13	5
Myeloid Cell Differentiation	0.005	11	6
Negative Regulation of Catalytic Activity	0.003	37	28
Neurological System Process	0.004	201	152
Positive Regulation of Cell Adhesion	0.001	8	3
Regulation of Homeostasis	0.003	8	4
Response to Extracellular Stimulus	0.007	18	14
Second Messenger-mediated Signaling	0.001	85	61

Gene sets (GO:C5) with mRNAs exhibiting upregulated expression due to neonatal morphine (MS5) exposure. Alphabetical order.

**Table 3:** GO:C5 MS5-downregulated mRNA pathways.

Gene Set Description	P	# Up	# Down
*Cellular Component*			
Early Endosome	0.003	4	13
Integrin Complex	0.004	4	15
Ruffle	0.005	8	23
*Molecular Function*			
Amino Acid Transmembrane Transport	0.004	8	20
Beta Tubulin Binding	0.002	1	8
Carbohydrate Kinase Activity	0.009	3	12
CH-CH Oxidoreductase Activity	0.001	3	18
Collagen Binding	0.008	3	10
DNA Polymerase Activity	0.006	4	14
Identical Protein Binding	0.0001	109	182
Metalloexopeptidase Activity	0.008	2	11
Organic Acid Transmembrane Transport	0.003	12	31
Peptidase Activity	0.0001	60	101
Protease Inhibitor Activity	0.008	10	20
Protein Dimerization Activity	0.002	69	101
Transition Metal Ion Binding	0.008	34	63
Translation Initiation Factor Activity	0.0001	1	22
Unfolded Protein Binding	0.007	11	29
*Biological Process*			
Angiogenesis	0.005	0	13
Anion Transport	0.009	7	20
Bile Acid Metabolic Process	0.003	2	8
Carbohydrate Response	0.004	3	8
Cell Adhesion	0.008	33	50
Cell Division	0.005	4	16
NF-κB Cascade	0.007	40	67
Nucleotide Sugar Metabolism	0.004	2	8
Organ Morphogenesis	0.007	50	90
Peptide Metabolic Process	0.005	2	7
Proteolysis	0.001	67	111
Tube Development	0.001	5	13
Vitamin Transport	0.009	1	10

Gene sets (GO:C5) with mRNAs exhibiting downregulated expression due to neonatal morphine (MS5) exposure. Alphabetical order.

**Table 4:** GO:C5 MS5-mixed expression mRNA pathways.

Gene Set Description	P	# Up	# Down
*Cellular Component*			
Cell Cortex Part	0.008	4	12
Extracellular Region	0.008	170	225
*Molecular Function*			
Histone Acetyltransferase Activity	0.005	6	5
Hydrolysis of Glycosyl Bonds	0.002	15	26
Hydrolysis of Glycosyl Compounds	0.002	13	18
*Biological Process*			
Aging	0.001	5	6
Cell Proliferation	0.008	52	95
DNA Replication	0.003	5	14
Glutamine Family Metabolism	0.006	9	4
Heme Biosynthetic Process	0.003	4	6
Homeostatic Process	0.008	85	105
Signal Transduction	0.001	91	121

Gene sets (GO:C5) with mRNAs exhibiting mixed up/down expression due to neonatal morphine (MS5) exposure. 

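Of the 12 mixed GO sets in Table 4, 7 could be tested, and 3 had a romer p under 0.01 in the mixed test. These were heme biosynthesis (romer p 0.0014), DNA replication (romer p 0.0077) and histone acetyltransferase activity (romer p 0.0081). Another 3 were under 0.05, and the highest p among the 7 was 0.1801. Over the 880 testable GO sets, 10 passed as mixed, 8 for a rise and 25 for a fall, where 8.80 of each would pass by chance.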

Alphabetical order.

**Table 5:** Biocarta MS5-responsive Gene sets.

Pathway (Biocarta)	P	# Up	# Down
*UP*			
β-Arrestin Src	0.0001	13	1
CDK5	0.0022	8	2
CSK	0.0027	14	5
ERK	0.0001	17	10
GLEEVEC	0.0065	15	7
HER2	0.0018	16	4
IGF1R	0.0029	13	8
MAL	0.0015	12	5
NO2-dep IL12	0.0044	14	3
*DOWN*			
ACE2	0.0023	2	9
AHSP	0.0015	2	8
ARF	0.0015	4	12
CARM1	0.0027	7	5
MTA3	0.0005	4	13
PTC1	0.0002	4	7
TGFB	0.0046	11	8
VITCB	0.0081	3	8
*MIXED*			
AMI	0.0023	3	17
DEATH	0.0015	9	21
NF-κB	0.0057	4	19
RB	0.0003	1	11
SODD	0.0002	1	9

Gene sets (Biocarta) with mRNAs affected by neonatal morphine (MS5). Alphabetical order.

**Table 6:** Reactome MS5-responsive Gene sets.

Pathway (Reactome)	P	# Up	# Down
*UP*			
Aquaporin Mediated Transport	0.004	31	17
Botulinum Neurotoxicity	0.002	12	3
Circadian Clock	0.003	30	20
FGFR Signaling	0.001	26	15
GABA Receptor Activation	0.006	37	15
Gastrin-CREB Signaling	0.008	108	83
Glucagon Regulation of Insulin	0.002	29	12
G-Protein Signaling	0.004	249	195
Interaction: L1 and Ankyrins	0.003	11	2
Interleukin 2 Signaling	0.001	23	16
Interleukin 3 Signaling	0.005	24	17
Netrin1 Signaling	0.007	6	3
Neuronal System	0.004	177	91
Nitric Oxide Signaling	0.004	15	10
Opioid Signalling	0.003	49	26
Phosphorylation of CD3 and TCR Zeta	0.007	8	1
Potassium Channels	0.004	60	37
*DOWN*			
AKT1-mediated Events	0.001	7	21
Apoptosis Extrinsic Pathway	0.0002	0	11
Calcium-mediated Platelet Response	0.007	26	49
Caspase-mediated Protein Cleavage	0.004	3	8
Chaperonin-mediated Biosynthesis	0.0001	4	22
Fatty Acid Metabolism	0.004	60	103
Integrin Cell Surface Interactions	0.009	23	54
Lipid Digestion and Transport	0.0003	9	33
Metabolism of Carbohydrates	0.007	78	144
Metabolism of Porphyrins	0.003	3	10
Notch Receptor Cleavage	0.002	4	7
Transmembrane Transport	0.01	87	146
*MIXED*			
DCC-mediated Attractive Signaling	0.003	7	6
Extracellular Matrix Organization	0.006	24	58
Meiotic Recombination	0.009	13	40
Methionine and cysteine Metabolism	0.007	7	17
PDGF Signaling	0.005	51	63
Pre-Notch Expression	0.003	15	25

Gene sets (Reactome) with mRNAs affected by neonatal morphine (MS5). Alphabetical order.

To combine the GSEA data from the three gene set collections, an ensemble analysis was performed by defining 9 categories of biological functions and assigning each gene set pathway identified in Tables 2–6 to a category, then the categorized data points were counted and divided by the total to create proportions. The resulting data in Fig 3 illustrate that morphine’s effects on hippocampal gene expression predominantly affected processes related to cell cycle, membrane biology, signaling, metabolism and cell death.

**Fig 3:**
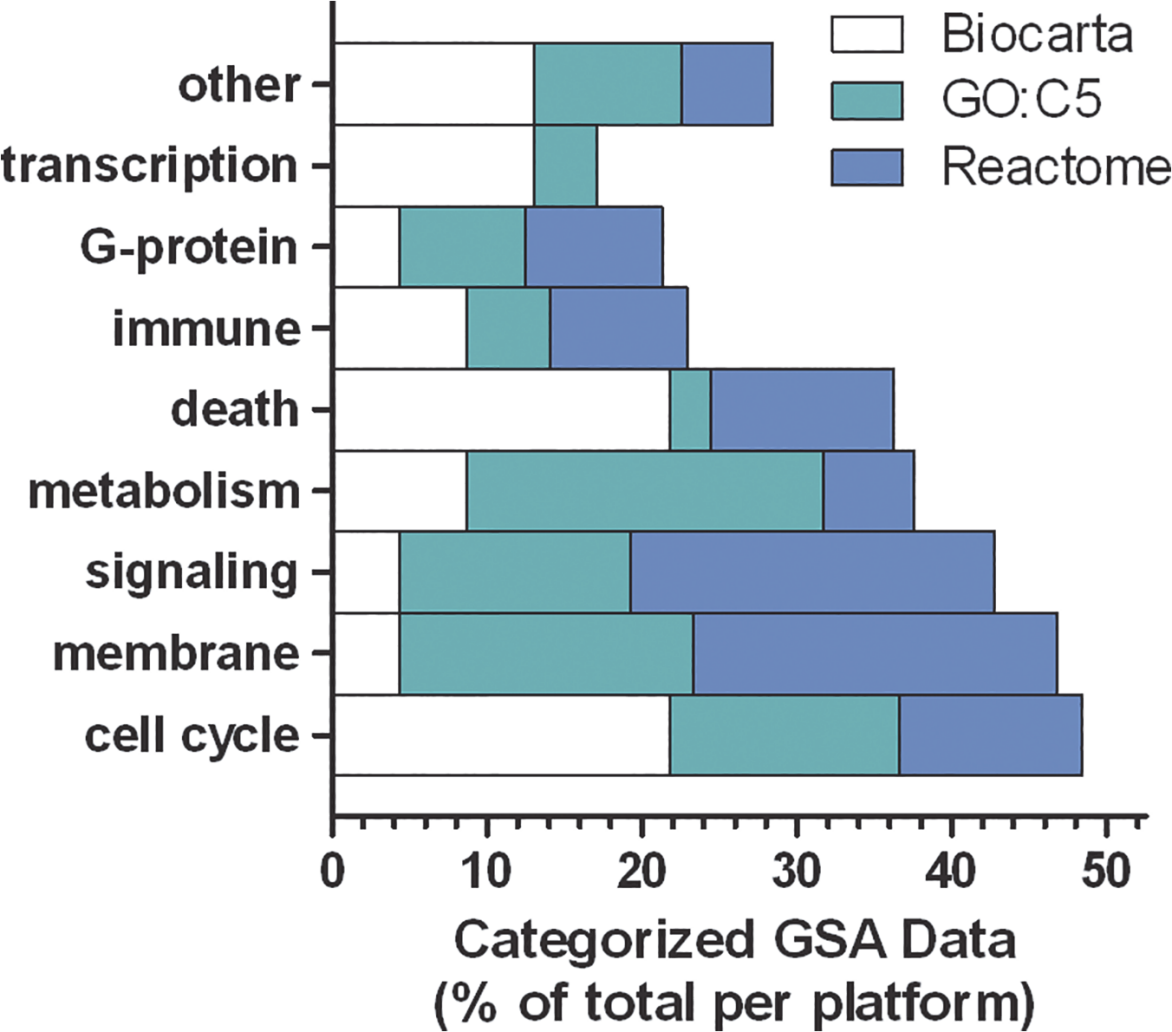
Categorized Gene Set Enrichment Analysis (GSEA) data to contrast the effects of morphine detected using three separate gene set collections. Individual GSEA data points from Tables 2–6 were assigned to basic biological function categories and the counts for each category were divided by the total for each gene set collection (Reactome, dark gray; GO:C5, light gray; Biocarta, white). This illustrates the relative agreement between gene set collections used to detect differential gene expression after neonatal morphine treatment.

### miR microarrays

To investigate whether effects of neonatal morphine on hippocampal mRNA expression in stressed mice are secondary to effects on miR expression, morphine-responsive miRs were identified. miR array profiling identified ten specific miRs that were altered (>1.5 fold, p < 0.05) by morphine (*miR-204*, *miR-448*, *miR-455*, *miR-574*, *miR-34c*, miR-34c*, *miR-1839*, *miR-153*, *miR-1983* and *miR-214*) and RT-PCR analysis was performed for those ten miRs. 

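Hippocampal RNA from 9 pups was hybridized to Affymetrix miR arrays, 3 each from controls, the MS2 group and the MS5 group, and 8 of the 9 carried a replicate number that was also on the mRNA arrays. The authors deposited log2 values that were background corrected, quantile normalized at the probe level and summarized by median polish. Scanner files of these arrays were not used here, so these steps could not be repeated from the intensities. The values covered 1412 mouse probe sets, 722 for mature miRs and 690 for hairpins. Array medians lay between 4.17 and 4.21. The 3 groups were compared in 1 limma fit, with adjustment over the 1412 probe sets, and single miRs were also compared with a two-sided exact permutation test, whose smallest possible p for 3 arrays against 3 was 0.1. The number of arrays limited the precision.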

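In the MS5 group 14 probe sets differed from controls by more than 1.5-fold with an unadjusted p under 0.05, 3 higher and 11 lower. The 10 miRs of the paper were all among the 14, and the others were miR-764-3p, miR-764-5p, miR-2135 and miR-34b-5p. Of these 14, limma gave 0 an adjusted p under 0.05, with a smallest adjusted p of 0.0702 over all probe sets for miR-1839-3p, while 120 probe sets had an unadjusted p under 0.05. The fold changes (log2) were -1.35 for miR-34c, -1.16 for miR-34c*, -0.68 for miR-214, 0.79 for miR-1839-3p, 0.67 for miR-153 and 0.61 for miR-1983. In the MS2 group 42 probe sets passed, 20 higher and 22 lower, and 16 had an adjusted p under 0.05. Between the MS5 and MS2 groups 6 passed, with 0 adjusted by limma and 99 at an unadjusted p under 0.05. The MS5 count moved most when single arrays were left out, to 6 without control replicate 16 and to 24 without control replicate 17.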

The first four in that list were validated by quantitative RT-PCR. 

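On the arrays, miR-204 had a level of 7.19 ± 0.29 in controls, 7.61 ± 0.74 in the MS2 group and 5.97 ± 1.16 in the MS5 group (log2, SD, n = 3). Its fold change (log2) for MS5 versus controls was -1.22 with a standard error of 0.54 (exact permutation p = 0.3; limma adjusted p = 0.577). It passed the threshold in 1 of the 6 fits that left out 1 array, with -1.89 without MS5 replicate 9 and -0.85 without MS5 replicate 12. Its MS2 fold change was 0.42. For miR-448 the levels were 7.18 ± 0.42, 7.32 ± 0.35 and 5.59 ± 1.44, and the MS5 fold change (log2) was -1.59 with a standard error of 0.59 (exact permutation p = 0.3; limma adjusted p = 0.509). That call held in 2 of the 6 fits, from -2.42 without MS5 replicate 9 to -1.15 without MS5 replicate 14. The level of miR-455 was 8.78 ± 0.24 in controls, 8.25 ± 0.27 in the MS2 group and 8.09 ± 0.27 in the MS5 group, and all 3 MS5 arrays lay below all 3 control arrays, with a fold change (log2) of -0.69 (exact permutation p = 0.1). Its call held in 5 of the 6 fits and was lost at -0.58 without MS5 replicate 14. The files name this probe set without an arm, and the probe set of the star strand had a fold change of -0.07. For miR-574-3p the levels were 8.39 ± 0.14, 7.51 ± 0.18 and 7.69 ± 0.29, with an MS5 fold change (log2) of -0.71 (exact permutation p = 0.1) that stayed past the threshold in all 6 fits. The limma adjusted p was 0.428 for both miR-455 and miR-574-3p.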

Fig 4 illustrates the dose-dependent effects of morphine on array expression (panel A) and RT-PCR expression (panel B) of *miR-204-5p*, *miR-448-5p*, *miR-455-3p*, and *miR-574-3p*. Three of those four (*not miR-574-3p*) validated miRs had mRNA targets that were also differentially expressed and Table 7 presents the morphine-responsive miRs along with their corresponding mRNA targets. These data suggest that neonatal morphine may affect both mRNA and associated miR expression in mouse hippocampus.

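Table 7 pairs miRs with 9 mRNAs, and the files hold array values for all of them. For 7 of the 9 the probeset chosen by its name and level gave the fold change (log2) that the paper prints to within 0.0005. For Syt6 and Ap1s2 a second probeset of the gene gave that value. Target prediction was not analysed here. From these pairs the paper proposes that part of the change in mRNAs involves regulation by miRs.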

**Fig 4:**
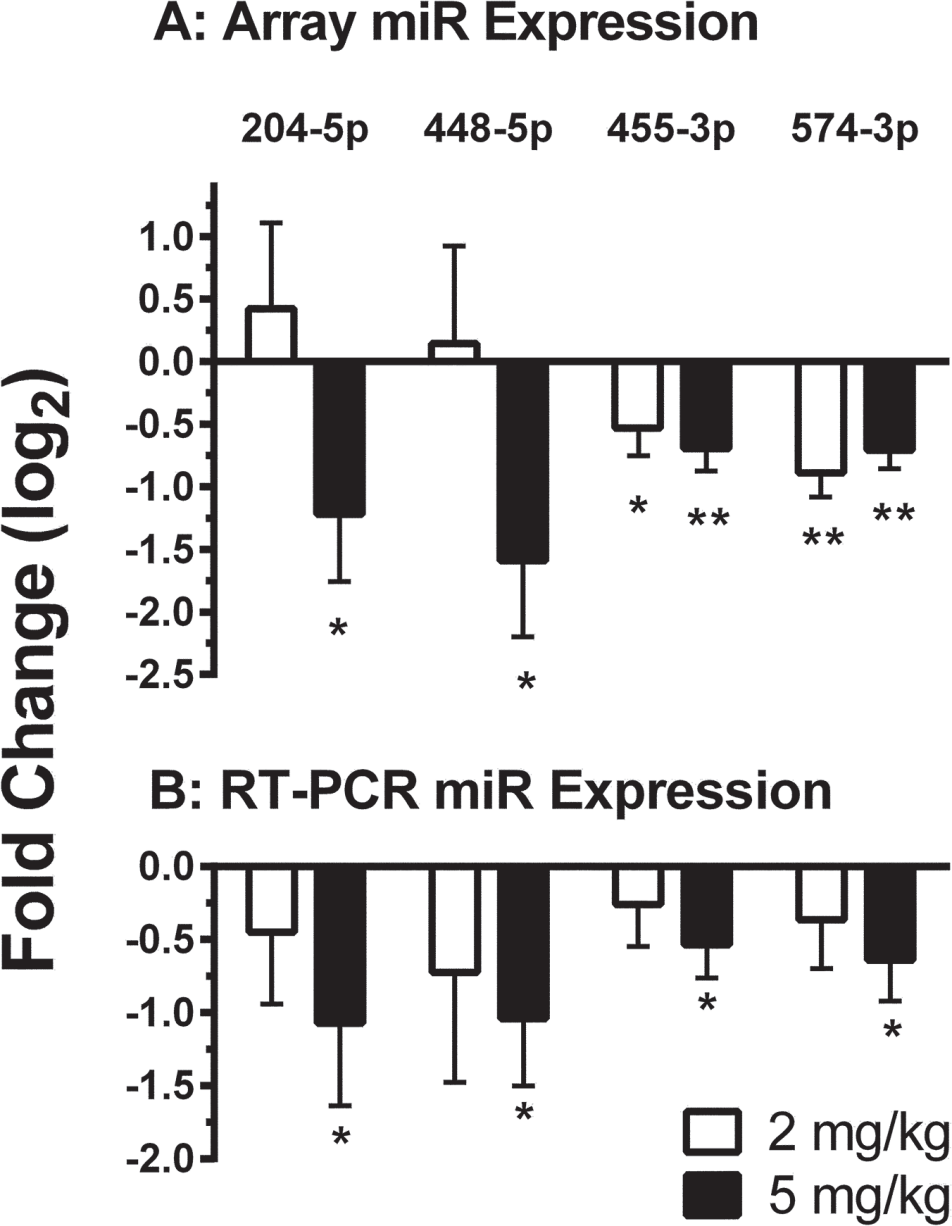
Hippocampal miR expression in stressed neonatal mice was down-regulated by morphine treatment. Data are mean (+SEM) microarray expression (panel A) and RT-PCR expression (panel B) values presented as fold-change (log_2_) compared to untreated control mice. Values from mice receiving either 2 mg/kg morphine (unfilled bars) or 5 mg/kg morphine (filled bars) are shown. Expression values that differ significantly from control (0) are indicated as * or ** = *P* ≤ 0.05 or 0.01, respectively.

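On the MS5 arrays, miR-204 stood at 0.12, -1.96 and -1.82 (log2) relative to the control mean in replicates 9, 12 and 14, and miR-448 at 0.07, -2.37 and -2.47. For these 2 miRs, 2 of the 3 MS5 arrays were below all control arrays. Both are part of a score of 9 choroid plexus miRs, which stood at 0.07, -1.30 and -1.24 on the same arrays. The unnamed choroid plexus genes stood at -1.38, -0.10 and -2.09 on the mRNA arrays of these numbers, so genes and miRs differed in replicates 9 and 12. Whether unequal amounts of choroid plexus lowered these miRs remains open.

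**Figure D2:**
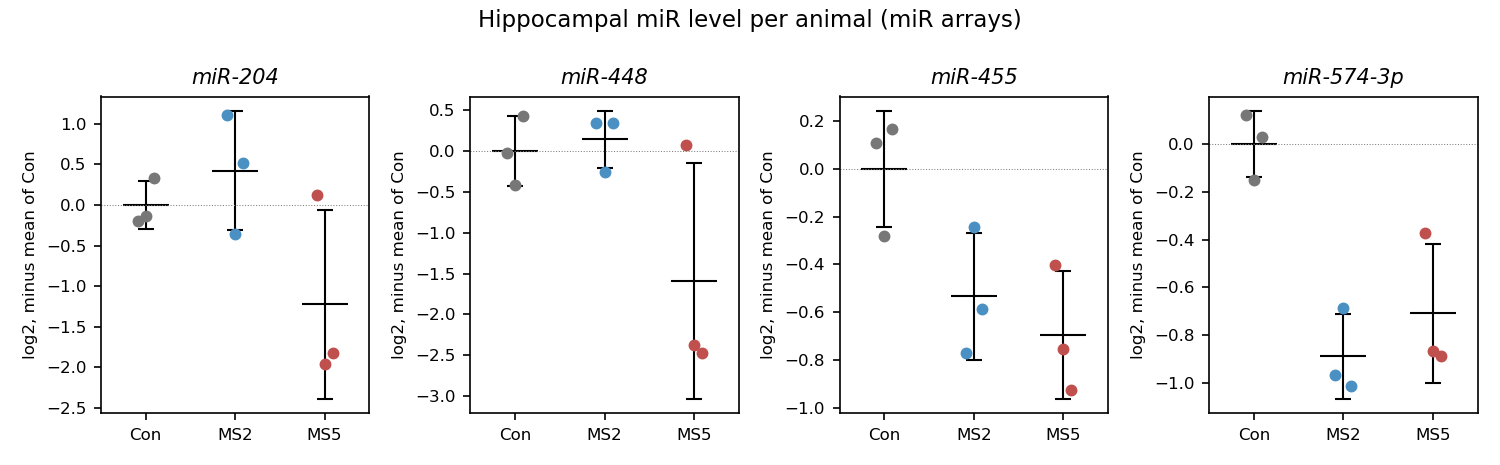
Expression of miR-204, miR-448, miR-455 and miR-574-3p on each miR array as log2 minus the control mean, with the mean and SD of 3 arrays per group. Each dot is 1 pup.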

**Table 7:** Hippocampal miR and miR-targeted mRNA expression was altered in neonatal mice exposed to stress plus morphine (MS5) compared to control.

miR	Fold change log2	*P*_miR_	Targeted mRNA	Fold change log2	*P*_mRNA_	mRNA product
*204-5p*	-1.222	0.049	*Ap1s2*	-0.764	0.002	adaptor complex 1 σ2 ^a^
			*Syt6*	0.97	0.047	synaptotagmin VI ^a^
*448-5p*			*Acox2*	-0.927	0.011	acyl-CoA oxidase 2 ^b^
			*Kl*	-1.108	0.006	klotho ^b^
	-1.589	0.024	*Otx2*	-1.257	0.031	orthodenticle homeobox 2 ^c^
			*Prdm16*	-0.601	0.023	PR domain containing 16 ^c^
			*Sema3A*	0.599	0.043	semaphorin domain 3A ^d^
*455-5p*			*Ap1s2*	-0.764	0.002	adaptor complex 1 σ2 ^a^
	-0.695	0.004	*Pdzd2*	0.596	0.049	PDZ domain 2 ^e^
			*Prg4*	0.798	0.014	proteoglycan 4 ^f^

All targets are either high or moderate predicted in IPA. protein categories

^a^ transporter protein

^b^ enzyme

^c^ transcription regulator

^d^ immunoglobulin

^e^ neurotransmission

^f^ proteoglyclan. Alphabetical order.

## Discussion

Neonatal morphine exposure produced a variety of changes in mouse hippocampal gene expression. Moreover, neonatal morphine produced dose-dependent suppression of four specific miR sequences. Three of these four miRs targeted nine morphine-responsive mRNA genes. These data support the hypothesis that some morphine-induced changes in brain gene expression involve modulation of miR-mediated mRNA regulation. 

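With dose fitted as a number over the 9 miR arrays, the slope (log2 per mg/kg) was -0.27 for miR-204, -0.34 for miR-448, -0.13 for miR-455 and -0.13 for miR-574-3p. The limma adjusted p of these slopes was 0.832 for miR-204 and 0.756 for each of the others. The mean of the MS2 group lay between those of controls and the MS5 group for miR-455. For miR-574-3p the MS2 mean lay below both, at -0.89 relative to controls (exact permutation p = 0.1; limma adjusted p = 0.0281). For miR-448 the MS2 group was 0.14 above controls, and for miR-204 the MS2 mean was also above the control mean.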

Although this study is a descriptive microarray analysis, these data provide a foundation for future specific hypothesis testing about possible side effects of morphine exposure during development.

The current data also raise concerns about possible deleterious effects of neonatal morphine exposure because more than 100 single genes and gene set pathways were affected. The ensemble analysis in Fig 3 identified that neonatal morphine exposure predominantly affected cell cycle-, membrane-, signaling-, and metabolism-related functions. In a developing brain, those functions are essential for proper proliferation, differentiation and migration and, therefore, morphine’s modulation or disruption of those processes could be very detrimental. This concern is validated by the fact that morphine inhibits adult neurogenesis and alters neuronal phenotypes in the rat hippocampus [39, 40].

Clinically, morphine may be prescribed to sedate infants so as to alleviate pain and stress during intensive care. Stress and morphine treatment affect hippocampal gene expression in rodents [11]. To understand effects of neonatal stress on brain development, we previously examined differential hippocampal mouse gene expression to compare multiple levels of neonatal stress (mild *vs*. severe) combined with 2 mg/kg morphine cotreatment [11]. As a follow-up, the current experiment compared multiple doses of neonatal morphine (2 *vs*. 5 mg/kg) given to severely stressed mice. 

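The water channel Aqp1, at positions 55298480 to 55298539 of chromosome 6 (mm9), fell from 11.84 ± 0.57 in controls to 10.36 ± 1.79 in the MS5 group (log2, SD, n = 5), a fold change (log2) of -1.48 with a standard error of 0.63 (exact permutation p = 0.0952). It was past the threshold in 5 of the 10 fits that left out 1 array and was -0.81 without MS5 replicate 14. Its MS2 change was 0.14 (exact permutation p = 0.627). Claudin 2 (Cldn2), at 136345244 to 136345303 of chromosome X, fell from 9.96 ± 0.41 to 8.69 ± 1.46, a change of -1.27 (exact permutation p = 0.0952) that became -0.78 without MS5 replicate 14, and a second probeset gave -0.43. Its change in the MS2 group was -0.25 (exact permutation p = 0.365). Both genes were in the preset choroid plexus list, whose median fold change (log2) was -1.11 in the MS5 group. The list includes genes that the paper names from these same arrays, and the 20 unnamed ones had a median of -0.96. Cadherin 7 (Cdh7), at 112035318 to 112035377 of chromosome 1, rose from 8.46 ± 0.41 to 9.07 ± 0.30, a change of 0.61 (exact permutation p = 0.0238) that did not reach an unadjusted p under 0.05 in limma. Its MS2 change was 0.53, and 0.09 without MS2 replicate 4. The probeset of arginine vasopressin (Avp), at 130406552 to 130406817 of chromosome 2, rose from 7.31 ± 0.69 to 9.85 ± 2.69, a change of 2.53 with a standard error of 1.04 (exact permutation p = 0.119). On 3 of the 5 MS5 arrays Avp lay above all control arrays. The call held in 6 of 10 fits, with 1.88 without MS5 replicate 12, and its MS2 change of 0.96 was 0.38 without MS2 replicate 4. Over the 15 arrays Avp followed the other genes of a preset list of hypothalamus and thalamus genes. Of its 20 members, Avp and Trh included, 17 were higher in the MS5 group. The prior experiment was not analysed here.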

In both experiments, differential single gene expression in morphine-treated mice was detected for *aquaporin*, *claudin*, *cadherin*, *and arginine vasopressin*, but in the current mice given 5 mg/kg morphine, the magnitude of the effects were either enhanced or profoundly reversed. This interaction agrees with findings from the prior experiment in which morphine treatment did *not* simply attenuate effects of neonatal stress on gene expression but, instead, additional effects were evident when morphine and stress were combined. Collectively, it is now apparent that neonatal morphine exposure produces dose-dependent changes in hippocampal gene expression when administered to treat stress.

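With dose entered as a number (0, 2 and 5 mg/kg) over the 15 mRNA arrays, limma called 0 probesets at an adjusted p under 0.05. The smallest adjusted p was 0.625, and 2212 probesets had an unadjusted p under 0.05. The paper reports effects at 5 mg/kg that were larger than or opposite to those of its earlier experiment with 2 mg/kg. From these it concludes that the changes depend on the dose of morphine given with stress. It also reports that most of the genes measured by PCR on the same samples varied with dose. Those PCR values were not analysed here.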

Morphine can suppress the immune response in animals and humans [41–46]. 

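Beta-defensin 11 (Defb11) is represented by 1 probeset at positions 23015921 to 23015980 of chromosome 8 (mm9). Its level fell from 11.36 ± 0.36 in controls to 9.51 ± 1.65 in the MS5 group (log2, SD, n = 5), a fold change (log2) of -1.85 with a standard error of 0.58 (exact permutation p = 0.0159), and 4 of the 5 MS5 arrays lay below all control arrays. It stayed past the threshold in all 10 fits that left out 1 array, between -2.26 and -1.29. The MS2 change was -0.33, and the slope over the doses was -0.38 (log2 per mg/kg). Defb35, at 23051288 to 23051347 of the same chromosome, fell from 6.93 ± 0.18 to 6.22 ± 0.22, a change of -0.72 with all 5 MS5 arrays below the control arrays (exact permutation p = 0.00794) and an MS2 change of -0.31 (exact permutation p = 0.0794). Defb10, at 22972326 to 22972385, fell from 6.95 ± 0.20 to 6.41 ± 0.45, a change of -0.53 (exact permutation p = 0.0397) that was not past the threshold. Both were near background, with 3 of the 5 MS5 arrays well above it.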

Consistent with this immune inhibition, we found that morphine greatly suppressed β-defensin 11 (*Defb11)* mRNA levels, a factor known to mediate innate/adaptive immune and inflammatory responses. Given that hyperglycemia occurs during neonatal stress [47], and that hyperglycemia-induced neurodegeneration is also associated with *β*-defensin suppression [48], we speculate that neonatal morphine-induced *β*-defensin suppression could increase a neonatal animal’s susceptibility to neurodegenerative injury, particularly under conditions of stress. The immunoregulatory effects of morphine may involve gene pathways, such as the morphine-mediated enhancement of ERK phosphorylation and inhibition of NF-κB signaling seen in activated human T cells [49]. 

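The Biocarta ERK set held 27 genes, 18 higher and 9 lower in the MS5 group than in controls, with a median fold change (log2) of 0.04. Its romer p for a rise was 0.0009, its camera p 0.0307 and its fry p 0.00103. The NF-κB set held 23 genes, 4 higher and 19 lower, with a median of -0.05. For a fall its romer p was 0.0262, and 0.0091 when array weights were used. Its mixed romer p was 0.0069, its camera p for a fall 0.000164 and its fry p 0.0465.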

Consistent with this morphine-mediated pathway regulation, in our MS5 mice, the ERK pathway was upregulated (see Table 5) and the NF-κB gene pathway was downregulated (see Tables 3 and 5) in the hippocampus.

Stimulatory immune-related effects of chronic morphine include increasing circulating T-regulatory and T-helper (Th) 17 cells [50], promoting GATA 3 and T-bet transcription factor expression to increase IL-4, IL-5 and Th2 effector cells [42] and increasing IL-12 production in mouse and human cells [43, 51]. Congruent with these effects, we found that neonatal morphine stimulated Th, T-cytotoxic, beta-arrestin, IL-5, and IL-12-related pathways (Table 5, Biocarta), and also increased the lymphocyte activation pathway (Table 6, Reactome). 

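The T-helper and T-cytotoxic sets of Biocarta each held 12 genes, all 12 higher in the MS5 group, with median fold changes (log2) of 0.03 and 0.02. Their romer p for a rise was 0.0107 and 0.009, and their fry p 0.0328 and 0.0354. The IL-5 set of 8 genes, 6 higher and 2 lower, had a median of 0.07, a romer p of 0.0061 and a camera p of 0.0810. The set of nitric oxide-dependent IL-12 signaling held 17 genes, 14 higher and 3 lower, with a median of 0.05, a romer p of 0.0159 and a fry p of 0.0575. Lymphocyte activation is a GO set of Table 2 with 20 genes, 13 higher and 7 lower. Its median was 0.02, its romer p for a rise 0.0535, its camera p 0.206 and its fry p 0.174.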

Recognizing that the neonatal immune response is normally limited to Th2 activity,[52] the artificial elevation of these factors in neonatal brain could be deleterious if it promoted brain inflammation. In fact, an elevated immune response in neonatal brain is suspect in early white matter injury [53].

The most novel feature of this study is that it included an analysis of miRs. We hypothesize that effects of morphine on miR expression could have lasting neuroepigenetic consequences. During early human brain development, changes in the temporal or spatial patterns of miR expression could result in epigenetic modifications that effectively alter differentiation. Throughout early human brain development, there is activity in miR-sensitive gene sets related to autism, schizophrenia, bipolar disorder and depression [54]. Thus there is a strong rationale for testing the hypothesis that neonatal morphine exposure may trigger permanent miR-mediated epigenetic changes, and this hypothesis provides a mechanism for understanding possible neonatal origins of childhood or adult neurologic diseases.

In our neonatal mice, three miRs, *miR-448-5p*, *mir-204-5p*, and *miR-455-5p*, which targeted 9 of the 63 experimentally determined differentially expressed mRNAs, exhibited decreased expression in MS5-treated hippocampus. The first miR, *miR-448-5p*, was matched to 5 of the morphine-responsive mRNAs (*Sema3a*, *Prdm16*, *Acox2*, *Kl*, *Otx2*) whose products are related to neurodevelopment and inflammation. For example, semaphorin 3A (*Sema3a*), was up-regulated and is associated with axonal branching [55]. 

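The probeset of Sema3a at positions 13602462 to 13602521 of chromosome 5 (mm9) rose from 9.08 ± 0.42 in controls to 9.67 ± 0.39 in the MS5 group (log2, SD, n = 5), a fold change (log2) of 0.60 with a standard error of 0.27 (exact permutation p = 0.0556). It was past the threshold in 3 of the 10 fits that left out 1 array, from 0.51 without control replicate 16 to 0.78 without control replicate 19. A second probeset of the gene changed by 0.20. The MS2 change was 0.10.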

Orthodenticle homeobox 2 (*Otx2*), Klotho (*Kl*), acyl-CoA oxidase 2 branched chain (*Acox2*), and PR domain-containing 16 (*Prdm16*) were all down-regulated. 

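Otx2, at positions 49277855 to 49277914 of chromosome 14 (mm9), fell from 11.99 ± 0.54 in controls to 10.73 ± 1.29 in the MS5 group (log2, SD, n = 5). Its fold change (log2) was -1.26 with a standard error of 0.53 (exact permutation p = 0.0952), past the threshold in 6 of the 10 fits that left out 1 array. It was -0.88 without MS5 replicate 9 and -1.55 without MS5 replicate 12, and in the MS2 group 0.05. Kl, at 151795712 to 151795771 of chromosome 5, fell from 10.52 ± 0.39 to 9.41 ± 0.88, a change of -1.11 (exact permutation p = 0.0159), and 4 of the 5 MS5 arrays lay below all control arrays. The call of Kl held in all 10 fits, between -1.32 and -0.83, and the MS2 change was -0.44. Both Otx2 and Kl were in the preset choroid plexus list. Acox2, at 9058141 to 9058200 of chromosome 14, fell from 9.01 ± 0.48 to 8.08 ± 0.68, a change of -0.93 (exact permutation p = 0.0556) that held in all 10 fits. Prdm16, at 153690254 to 153690313 of chromosome 4, fell from 10.04 ± 0.46 to 9.44 ± 0.30, a change of -0.60 (exact permutation p = 0.0635) that held in 5 of the 10, with -0.49 without control replicate 19. Its MS2 change was -0.47.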

The homeobox Otx2 plays a significant role in brain development and function of mesencephalic dopaminergic neurons [56–58]. Moreover, Klotho is a novel β-glucoronidase transmembrane enzyme that is highly expressed in both choroid plexus and hippocampus where it produces anti-inflammatory [59, 60] and antioxidative effects, and also controls calcium and phosphate homeostasis [61]. In fact, Klotho-deficient mice demonstrate hippocampal neuronal degeneration and decreased cortical Purkinje cell body density [62]. The *Acox2* gene encodes for the branched-chain acyl-CoA oxidase protein, and deficiency of this enzyme results in the accumulation of branched fatty acids and may lead to Zellweger syndrome, severe mental retardation, and death in children [63]. In mice, the transcription factor Prdm16 is required for neural stem cell survival, cell cycle regulation, and self-renewal, which occurs partially by promoting Hepatocyte Growth Factor expression and regulating ROS levels [64].

The sequence *mir-204-5p* targeted 2 mRNA genes (*Syt6* and *Ap1s2*) and expression of the synaptotagmin (*Syt6*) was increased while adaptor-related protein complex 1, sigma 2 subunit (*Ap1s2*) was decreased. 

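Both genes have a pair of probesets on the array. For Syt6 the probeset at positions 103439038 to 103439097 of chromosome 3 (mm9) rose from 10.86 ± 0.61 in controls to 11.49 ± 0.83 in the MS5 group (log2, SD, n = 5). That change of 0.63 was not past the threshold (exact permutation p = 0.230), while the probeset at 103424769 to 103424828 rose by 0.97 and was past it (exact permutation p = 0.0873). For Ap1s2 the probeset at 160354439 to 160354498 of chromosome X went from 10.11 ± 0.18 to 10.24 ± 0.11, a change of 0.13 (exact permutation p = 0.19). The probeset at 160367276 to 160367335 changed by -0.76, with no overlap between the 5 MS5 and the 5 control arrays (exact permutation p = 0.00794). The direction of Ap1s2 therefore depended on the probeset, and the mean of its probesets changed by -0.31.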

Synaptotagmins are abundant, evolutionarily conserved integral membrane proteins that mediate calcium-dependent exocytosis and neurotransmitter release [65, 66]. *Ap1s2* encodes the σ-2 subunit of the early transcription factor *Ap1* (*c-Jun*) [67] and the product Jun N-terminal kinase is associated with synaptic protein trafficking [68, 69]. Mutation of *AP1S2* protein is associated with X-linked Dandy–Walker malformation with intellectual disability, basal ganglia disease and seizures (Pettigrew syndrome) [67].

The miR *mir-455-5p* was associated with 3 altered mRNAs (*Prg4*, *Pdzd2*, *and Ap1s2*). The *miR-455-5p* was decreased and both *Prg4* and *Pdzd2* were correspondingly increased as expected based on classical miR-mRNA regulation. However, despite the suppression of both *mir-204-5p* and *miR-455-5p*, *Ap1s2* was still decreased. It is difficult to know whether the patterns of expression reflect a response to morphine, or a response to changes in expression of the other morphine-responsive factors. 

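The Prg4 probeset at positions 152297067 to 152297126 of chromosome 1 (mm9) rose from 6.57 ± 0.35 in controls to 7.37 ± 0.61 in the MS5 group (log2, SD, n = 5). Its fold change (log2) was 0.80 with a standard error of 0.28 (exact permutation p = 0.0159) and held in 9 of the 10 fits that left out 1 array, with 0.55 without MS5 replicate 8. It was well above background on 4 control, 4 MS2 and 5 MS5 arrays, and another probeset of the gene changed by -0.14. Pdzd2, at 12521846 to 12521905 of chromosome 15, rose from 9.61 ± 0.32 to 10.20 ± 0.38, a change of 0.60 (exact permutation p = 0.0317) that held in 3 of the 10 fits, from 0.44 without MS5 replicate 8 to 0.71 without control replicate 19. The other probesets of Pdzd2 changed by 0.10 and 0.06. In the MS2 group the first Pdzd2 probeset was past the threshold as well, at 0.62, and was not at 0.32 without MS2 replicate 4.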

Given that Ap1/Jnk is associated with hippocampal apoptosis [70, 71], the decrease may be a welcome outcome. The *Prg4* gene encodes a proteoglycan that is increased in mice following experimental middle cerebral artery occlusion [72]. The *Pdz2* gene product regulates expression of Nav1.8 cytokine-modulated tetrodotoxin-resistant sodium channels [73, 74].

There are limitations to descriptive microarray studies that should be mentioned. First, the current databases relating mRNA genes and miR sequences may be refined in the future. Regarding interspecies conservation, the relationships between mRNA/miR in humans may be different than in mice [75]. Microarray effects on expression are descriptive and do not indicate whether post-transcriptional regulatory mechanisms are involved. We presume that the principal effects of morphine identified were due to direct action of morphine on hippocampal opioid receptors, but we cannot exclude the possible indirect involvement of non-hippocampal loci. We identified miR and mRNA that were altered in hippocampal tissue, but we did not identify the specific cell types expressing these molecules. Additionally, varying levels of stress, the timing of stress and morphine exposure, the concentration, dosage, and duration (acute vs chronic) of morphine, and sex-specific differences may influence hippocampal miR:mRNA interactions. We also cannot comment on the influence of stress and morphine on miR expression in other regions of the brain that may affect neurodevelopment.

## Conclusion

Repeated neonatal morphine exposure altered gene expression in the hippocampus of stressed mice, affecting pathways involved in cell cycle, membrane function, signaling, metabolism, cell death, and immune regulation. Morphine also induced a dose-dependent down-regulation of *miR-448-5p*, *mir-204-5p*, and *miR-455-5p* expression with corresponding changes in their mRNA targets involved in neurodevelopment, neurotransmission, and inflammation. If morphine–mediated neuroepigenetic effects are permanent and affect long-term hippocampal function, this would suggest one potential mechanism occurring in the neonatal period that may lead to future neurodevelopmental impairment. A better understanding of the effects of morphine on mRNA and miR expression may lead to novel pharmacological approaches to provide sedation without deleteriously altering neurodevelopmental outcomes.

## Supporting Information

S1 Fig A heat map illustrating single gene differential mRNA expression in neonatal mouse hippocampal tissue. (TIF) Click here for additional data file.

S1 Table Single gene array expression dataset. (XLSX) Click here for additional data file.

S2 Table Romer Cellular Component gene set analysis comparing 5 mg/kg morphine (trt5) to control (trt0). (XLSX) Click here for additional data file.

S3 Table Romer Biological Process gene set analysis comparing 5 mg/kg morphine (trt5) to control (trt0). (XLSX) Click here for additional data file.

S4 Table Romer Molecular Function gene set analysis comparing 5 mg/kg morphine (trt5) to control (trt0). (XLSX) Click here for additional data file.

S5 Table Biocarta gene set analysis comparing 5 mg/kg morphine (trt5) to control (trt0). (XLSX) Click here for additional data file.

S6 Table Reactome gene set analysis comparing 5 mg/kg morphine (trt5) to control (trt0). (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

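Hippocampal mRNA was measured on 15 1-colour Agilent arrays, 5 each from untreated controls, the MS2 group and the MS5 group, and miRs on 9 Affymetrix arrays, 3 per group. The pups were killed on P9, and treatment had begun on P5. All of these arrays were used. The PCR measurements, the target predictions and the earlier experiment of the same group were not analysed here.

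The unit of the mRNA scanner files is intensity per spot, as deposited by the authors from the Agilent scanner, without normalization between arrays. The series table of the mRNA arrays holds log2 values that the authors had adjusted for background with normexp and quantile normalized. With the first spot of each probe, the steps given next yielded these log2 values at all 55821 probes, controls included, with a largest difference of 5.0e-09. With spots averaged, 432 probes differed by more than 0.01. The miR table holds log2 values that the authors had background corrected, quantile normalized at the probe level and summarized by median polish. Their log base was taken from the match with the fold changes of Table 7.

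R 4.3.3 with limma 3.58.1 and data.table 1.17.8 was used. The mean spot signal was adjusted for the median local background with normexp at an offset of 50, the arrays were quantile normalized on all 62976 spots, log2 was taken, 3671 control spots were dropped and spots of the same probe were averaged to 55681 probesets. Groups were compared with limma (lmFit and eBayes) in 1 fit of 3 groups. The paper's threshold was a fold change above 1.5 with an unadjusted p under 0.05, and adjusted p are Benjamini-Hochberg values over all probesets or probe sets. Dose was also fitted as a number at 0, 2 and 5 mg/kg. Exact permutation tests on single genes and miRs were two-sided over all assignments of arrays, 252 for 5 against 5, so the smallest p was 0.00794 for mRNAs and 0.1 for miRs. The number of arrays limited the precision, and background set a floor: 8859 probesets were well above background on no array.

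Gene sets came from copies of S2 to S6 Tables that list at most 40 genes per set, so sets with 40 or more were left out. Romer was run with 9999 rotations, camera with a preset correlation of 0.01, and fry. Each gene was represented by the probeset whose name begins with A_51 or A_52, and otherwise by that with the highest mean level. Lists of 13 cell types, neighbouring tissues and responses were tested with camera: choroid plexus, ependymal cells, hypothalamus and thalamus, meninges, hippocampal neurons, oligodendrocytes, microglia, blood, astrocytes, glucocorticoid response, hypoxia response, immediate early genes and opioid genes.

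The alternatives were limma's array weights, an offset of 0, the scanner's processed signal scaled to the 75th percentile of each array, only probesets well above background on every array of a group, only probesets named A_51 or A_52, the slide as a block, the authors' own values, only the 2 groups compared, the mean of all probesets of a gene, and leaving out each array in turn. For miRs they were median centring, quantile normalization on top, array weights and a filter on the mean level. These choices, the lists and the named-gene rule were fixed before the data were examined. Leaving out spots that the scanner software called outliers, and leaving out single arrays from the dose trend, were chosen after seeing the data.

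Named genes were every gene of Tables 1 and 7, every gene and miR that the results or discussion name with a direction, Clic6, and the 5 probesets that rose most and the 5 that fell most among those past the threshold whose MS5 arrays all lay on one side of the control arrays. Genes named outside this rule are said to have been chosen after their values were seen.

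The steps were tested on simulated data with 5 arrays per group for mRNAs and 3 for miRs. Of 200 probesets changed by 1 (log2), 99.5% passed the threshold and 99% the adjusted p, and 93 unchanged ones passed the threshold. Of 200 miR probe sets changed by 1 (log2), 99% passed the threshold and 96% the adjusted p. Of 10 shifted gene sets among 200, romer, camera and fry each recovered 10, and 4, 1 and 10 other sets passed. These set counts hold only for the simulated shift and noise, and do not show power or error on the real sets. In Table 3 the largest set median was 0.14 (log2) in size. The genes of the ependymal list had an estimated correlation of 0.90.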

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

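The tests of the sex of MS5 replicate 9, of the tissue and RNA of MS2 replicate 4, of the fallen and risen probesets against a choroid plexus score, and of the risen probesets against lists of hippocampal cells were chosen only after the results were seen. Xist, Ddx3y, Eif2s3y, Kdm5d, Uty, Ttr and Oxt were chosen after their values were seen. Values of single arrays are log2 minus the control mean unless stated otherwise.

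In each group of 5 mRNA arrays, the lowest or highest array was taken as far from the others when its gap to the nearest was more than 0.71 of the whole range, which chance gives in about 1 of 20 groups. Of 6 groups of array measures 2 held such an array, where chance gives 0.3. Of 39 groups of list scores 4 did, where chance gives 1.95, and of 132 groups of values of genes chosen by the rule 15 did, where chance gives 6.6. Of 21 groups of the genes chosen after their values were seen 7 did, and these are not set against chance.

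The array of MS2 replicate 5 had a median spot signal of 58.2, and the other MS2 arrays had 144 to 154. On it 67.1% of spots were well above background, against 75.0 to 77.5% on the others. After normalization 1 named gene lay far from the rest of its group on that array, Sema3a at 1.11. Without MS2 replicate 5, 38 probesets instead of 13 differed between the MS2 group and controls. No biological explanation was tested for the weaker signal.

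MS2 replicate 4 scored 1.61 on the hypothalamus and thalamus list, where the other MS2 arrays lay between -0.18 and 0.34, and -1.49 on the list of hippocampal neurons, where the others lay between -0.05 and 0.11. It was far from its group at 9 genes. Fign (4.26), Epha10 (2.4), Cdh7 (2.31), Pdzd2 (1.81) and Oxt (1.70) were high, and Sln (-2.50), Prdm16 (-1.24), Fap (-0.97) and Itgax (-0.83) were low. Poor RNA was argued against by 77.4% of spots well above background, within the range of the other arrays. A candidate explanation is tissue from outside the hippocampus in place of part of it, since the hypothalamus and thalamus genes were high by 1.61 where the neuron genes were low. This was found and tested on the same array. The other pups of the group received the same dose, and no biological explanation was tested.

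MS5 replicate 9 had Xist at 5.37 above the control mean, and also 5.37 above the mean of the 14 other arrays, on 0 of which Xist was well above background. It was far from its group in Ddx3y (-5.04), Eif2s3y (-5.55), Kdm5d (-0.69) and Uty (-1.44). The paper describes male mice, and the values of these genes are consistent with RNA of a female animal. Of 14 probesets of chromosome Y that were well above background on the other arrays, 6 were lowest on this array and 5 were lower by more than 1 (log2), so the reading rests on Xist and the named Y-linked genes. Without MS5 replicate 9, 106 probesets differed from controls, 42 higher and 64 lower, and 77 of the 127 were among them.

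Control replicate 19 was far from the other controls in Fign (1.13), Syt6 (1.05), Oprk1 (0.85), Sema3a (0.73), Xist (0.10) and the opioid list (0.51). Single values far from their groups were Cdh7 in control replicate 16 (-0.72), Tgfbi in MS2 replicate 1 (0.21) and the hypoxia list in MS5 replicate 14 (-0.11, with the others between 0.02 and 0.04). Chance gives about 1 such array in 20 groups, and for control replicate 19 neither a technical nor a biological explanation was tested.

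Genes of the choroid plexus that the paper does not name fell together in the MS5 group. The median fold change (log2) of 20 such genes was -0.96, with 20 lower than in controls and 12 past the threshold, and that of the 12 named genes was -1.25. Ttr, the most abundant of the unnamed genes, fell from 17.95 to 16.41 (log2; exact permutation p = 0.0873). The paper mentions the choroid plexus for klotho but reports no change of this tissue's genes as a set. For the whole list, 4 of 100 splits of the control and MS5 arrays, the real one included, gave a median as far from 0. The paper named 12 of its 32 genes as changed on these same arrays, which favours the real grouping. The 20 unnamed genes were not tested with splits, so chance is not excluded. The choroid plexus list had the largest change of 13, and over the 13 its adjusted p was 0.213 by fry and 0.214 by camera with an estimated correlation. A difference between slides was argued against as the cause of the MS5 changes, since 113 probesets passed with the slide as a block.

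A candidate explanation for the fall is choroid plexus carried along in the dissection in unequal amounts. If so, the genes should also move together among arrays of the same treatment. Within the control and MS2 groups, the named and unnamed genes had r = 0.997 (n = 10, permutation p = 1e-05) and rho = 0.952 (permutation p = 8.0e-05), with r = 0.997 without the 2 arrays farthest from the median and an adjusted p of 7.0e-05 over 7 relations. The plexus and ependymal scores had r = 0.831 (permutation p = 0.00542) and rho = 0.855 (permutation p = 0.00292), with r = 0.832 without the 2 farthest arrays and an adjusted p of 0.00632. The 102 fallen probesets had a median correlation of 0.757 with a score of 8 unnamed genes that were not among them, against -0.02 for all other probesets, and 83.3% were over 0.5 against 7.90%. With that score in the fit, 3 of the 102 stayed past the threshold and 17 probesets passed in all. A first score from all unnamed genes, of which some were among the fallen probesets, had been tried before and left fewer, which is why the separate genes were used. A score that differs between groups also removes a true effect of treatment, so a fall caused by morphine or stress inside the choroid plexus remains open and was not tested.

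The 25 risen probesets had a median correlation of -0.19 with the score, 0 of them were under -0.5 against 8.16% of the others, and 5 stayed past the threshold with the score in the fit, which also removes a true effect and so decides nothing. Less choroid plexus would raise all other cells alike, and the risen probesets rose by over 0.585 (log2). The list of hippocampal neurons differed by -0.14 with an upper 95% limit of 0.0073, and the upper limits for astrocytes and microglia were 0.156 and 0.232, which argues against the amount of choroid plexus as the cause of the rise. For oligodendrocytes the upper limit was 1.03. A rise caused by treatment remains open and was not tested, and 21 of 100 splits gave as many probesets past the threshold in both directions together.

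In the MS2 group, which the paper's list of miRs is not about, 16 miR probe sets had an adjusted p under 0.05, 12 of them over 1.5-fold and 6 higher. They included miR-574-3p, miR-1839-3p, miR-139-3p (-1.02), miR-423-5p (-0.81), miR-301a (0.78), miR-31* (0.75) and let-7i (0.60). The count was 14 after median centring and 17 after quantile normalization on top. The authors had already quantile normalized these arrays, whose medians differed by at most 0.0423, so an array-wide shift before their normalization cannot be told apart from other causes. The count was 0 without control replicate 16, 95 without MS2 replicate 4 and 0 when only the 2 groups were fitted. For the 42 probe sets past the threshold of 1.5-fold with an unadjusted p under 0.05, 2 of the 10 splits of the 6 arrays, the real one included, gave as many. With 10 splits chance cannot be excluded, and the count at an adjusted p was not tested with splits. Morphine, stress and apnea were given together, so a biological cause could not be separated and was not tested.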

How the results depend on the processing

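Leaving out spots that the scanner software called outliers, leaving out single arrays from the dose trend, and the tests whose p Table 5 prints were chosen only after seeing the data. The probeset counts stayed at 13, 127, 72 and 148, and the trend at 0 probesets at an adjusted p by limma. The replicate numbers are those of single animals, and the sample labels used here give no litter. Pups could therefore not be paired by litter, although the paper kept treated pups and control littermates in the same home cage. Every test treated the pups as independent, so an effect of litter could not be separated.

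Probeset counts are given for MS2 versus controls, MS5 versus controls, MS5 versus MS2 and any contrast, against 13, 127, 72 and 148. With the authors' own values they were the same numbers, with the slide as a block 12, 113, 54 and 139, and among probesets well above background 13, 130, 77 and 150. With an offset of 0 they were 230, 401, 370 and 804, and with the processed signal scaled to the 75th percentile 522, 623, 592 and 1362. Among probesets named A_51 or A_52 they were 5, 40, 26 and 50, where fewer were tested and a gene without such a probeset had no value. With array weights they were 9, 203, 158 and 246. In fits of only 2 groups they were 11, 140 and 38. Of the MS5 probesets 80.3% were lower, against 67.1% at offset 0 (132 higher and 269 lower), 52.8% with the processed signal (294 and 329), 90.0% for A_51 and A_52 (4 and 36) and 70.7% with 2 groups (41 and 99). The 127 were all among the 401, and 120 were among the 623. Limma called 0 probesets at an adjusted p under 0.05 in every one of these settings. At an unadjusted p under 0.05 it called 2176 for MS5 with the settings reported at the claims. The cause was not tested.

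With single arrays left out, the counts ran from 7 (without control replicate 18) to 38 (MS2 replicate 5), from 61 (MS5 replicate 14) to 213 (MS5 replicate 12), from 15 (MS5 replicate 14) to 106 (MS5 replicate 12), and for any contrast from 78 (MS5 replicate 14) to 232 (MS5 replicate 12). Signal over background limits dim probesets, such as Defb10, Defb35 and Prg4.

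For the MS5 group, named genes kept their direction and side of the threshold in 392 of 427 comparisons with other settings and in 357 of 440 with 1 array left out. The others were 12 and 66 that lost the call, 22 and 17 that gained it, and 1 and 0 that reversed. The reversal was Ap1s2 at -0.31 with the mean of its probesets. For the MS2 group 410 of 427 and 413 of 440 were kept, 3 and 4 lost the call, 2 and 7 gained it, and 12 and 16 reversed. Of the miRs, 68 of 70 comparisons were kept in either group with other settings, and with 1 array left out 77 of 84 for MS2 and 56 of 84 for MS5, where 26 lost the call. Of the list medians, 41 of 52 were kept in either group with other settings, and 101 of 130 for MS2 and 106 of 130 for MS5 with 1 array left out.

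Array weights reversed MS2 fold changes (log2) to -0.0061 for Ap1s2, -0.14 for Fign, -0.035 for Oprk1, -0.12 for Otx2, -0.064 for Sema3a, 0.062 for Slc4a5, 0.18 for Sln, -0.15 for Syt6, 0.067 for Tcea3 and -0.20 for Trh, and list medians to 0.063 for glucocorticoid response and -0.043 for oligodendrocytes. Ap1s2 was -0.21 with the mean of its probesets and -0.0035 with the processed signal. The cause was not tested.

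Leaving out 1 array reversed these MS2 fold changes, in the ranges given: Ap1s2 -0.079 (without MS2 replicate 4) to 0.074 (MS2 replicate 5), Aqp1 -0.0070 (control replicate 18) to 0.31 (control replicate 16), Fign -0.38 (MS2 replicate 4) to 0.83 (MS2 replicate 7), Otx2 -0.24 (MS2 replicate 4) to 0.24 (MS2 replicate 7), Sema3a -0.15 (MS2 replicate 5) to 0.28 (control replicate 19), Sln -0.48 (MS2 replicate 1) to 0.31 (MS2 replicate 4), Syt6 -0.061 (MS2 replicate 5) to 0.39 (control replicate 19), Tcea3 -0.16 (MS2 replicate 3) to 0.047 (control replicate 16) and Trh -0.10 (MS2 replicate 4) to 1.24 (control replicate 19).

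List medians in the MS2 group that changed sign were astrocytes -0.010 (without MS2 replicate 4) to 0.085 (control replicate 16), glucocorticoid response -0.036 (MS2 replicate 1) to 0.080 (MS2 replicate 4), hippocampal neurons -0.30 (MS2 replicate 7) to 0.030 (MS2 replicate 4), meninges -0.18 (control replicate 19) to 0.13 (control replicate 16), microglia -0.091 (control replicate 18) to 0.0087 (control replicate 19) and oligodendrocytes -0.0018 (MS2 replicate 4) to 0.27 (control replicate 19). In the MS5 group they were astrocytes -0.020 (MS5 replicate 12) to 0.066 (control replicate 17), hypoxia response -0.013 (MS5 replicate 9) to 0.026 (control replicate 18) and microglia -0.016 (control replicate 18) to 0.10 (MS5 replicate 9). Lists at an adjusted p under 0.05 numbered 4 in the MS2 group and 8 in the MS5 group with camera. They were 0 and 0 with fry, 0 and 7 with array weights, 5 and 8 with the processed signal, and 4 and 8 on genes that the paper does not name. With 1 array left out they ran from 0 (MS2 replicate 4) to 6 (control replicate 18) and from 5 (control replicate 16) to 9 (control replicate 19).

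Of the Biocarta sets of Table 5, 7 passed by romer, 3 by fry, 5 by camera, 8 with the floormean statistic, 6 with array weights, 2 with the probeset of the highest mean and 11 by the tests whose p the table prints. Of those of Tables 2, 3 and 6, 19 passed by romer, 8 by fry, 15 by camera, 18 with floormean, 30 with array weights and 25 with the highest mean. Camera has no mixed test, so the 5 mixed sets of Table 5 and the 2 of Table 6 could not pass by it. Of the upregulated and downregulated sets of Table 5, romer passed 4 and 0, and camera 2 and 3. With 1 array left out, camera gave 3 (control replicate 15) to 6 (control replicate 19) and 12 (control replicate 18) to 21 (control replicate 19). The cause of the other differences was not tested.

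For miRs, the counts past the threshold were 14 for MS5, 42 for MS2 and 6 for MS5 versus MS2, with 0, 16 and 0 at an adjusted p under 0.05 by limma and 120, 186 and 99 at an unadjusted p under 0.05. Median centring, quantile normalization on top and the filter on the mean level kept the counts past the threshold between 14 and 16, 39 and 42, and 6 and 7. Array weights gave 67 past the threshold and 38 at an adjusted p for MS2, and 15 past the threshold for MS5 versus MS2. Fits of 2 groups gave 0 at an adjusted p for MS2 and 1 for MS5. With 1 array left out, MS2 ran from 26 (control replicate 16) to 91 (MS2 replicate 4) past the threshold and from 0 (control replicate 16) to 95 (MS2 replicate 4) adjusted, MS5 from 6 (control replicate 16) to 24 (control replicate 17) and from 0 to 1 (MS5 replicate 9), and MS5 versus MS2 from 3 (MS5 replicate 14) to 43 (MS2 replicate 4) and from 0 to 1 (MS5 replicate 9). The fold changes that changed sign were those of miR-448 in the MS2 group, -0.062 (control replicate 17) to 0.36 (control replicate 18), and miR-214* in the MS5 group, -0.079 (MS5 replicate 9) to 0.0085 (control replicate 18). The cause was not tested.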

Differences from the paper's values

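All comparisons in this part used settings chosen before the data were examined, apart from the second probesets of Ap1s2 and Syt6 and the exchanged tests of Table 5, which were chosen only after the values were seen.

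The paper tested 21,045 probesets and here 55681 were tested. Neither of the filters set before the data were examined gives the paper's number, with 40100 probesets well above background and 12191 named A_51 or A_52.

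For 6 genes of Table 1 the MS2 fold change (log2) had the other sign. The paper gives 0.06 for Slc4a5 and the value here was -0.087. It gives -0.04 for Oprk1, and the value here was 0.46. For both, array weights bring the value within the paper's, and the other alternatives do not. The paper gives 0.18 for Sln against -0.25 here, -0.14 for Fign against 0.55, and -0.2 for Trh against 0.64. For these, array weights close the difference and so does leaving out MS2 replicate 4, and the other alternatives do not. It gives 0.07 for Tcea3 against -0.075 here, which is closed by array weights, by leaving out control replicate 16 and by leaving out MS2 replicate 5.

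In Table 7 the paper gives -0.764 for Ap1s2 in the MS5 group, and the value here was 0.13. None of the 19 alternatives closes this. The second probeset of the gene, examined after the values were seen, gives -0.76.

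The paper lists 22 Biocarta sets at p under 0.01, and 7 of them passed here in the direction of their heading. By the tests whose p Table 5 prints, which are the mixed test for its downregulated sets and the test for a fall for its mixed sets, 11 passed, a comparison chosen after the values were seen. Of the sets in Tables 2, 3 and 6 the 55 that could be tested are all listed by the paper, and 19 passed here. None of the 15 alternatives closes either difference, although romer with array weights gave 30 for Tables 2, 3 and 6 and the floormean statistic gave 8 for Table 5.

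The paper lists 28 genes in Table 1 as responsive in the MS5 group, and 18 of them passed its threshold here. Those that stayed outside were Sln (-0.86), Hoxb3 (-0.56), Loxl1 (-0.54), Defb10 (-0.53), Tcea3 (-0.51), Cdh7 (0.61), Epha10 (0.62), Zmat4 (0.69), Oprk1 (0.80) and Fign (1.54). With array weights all 10 passed. For Syt6, which Table 7 lists as increased past the threshold, the probeset chosen here rose by 0.63 without passing, and the second probeset, examined after the values were seen, rose by 0.97 and passed.

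The paper describes 4 miRs as suppressed in a dose-dependent way, on arrays and by PCR. The PCR was not analysed here. On the arrays the MS2 fold changes (log2) were 0.42 for miR-204 and 0.14 for miR-448. For miR-574-3p the MS2 group was lower (-0.89) than the MS5 group (-0.71). Without MS2 replicate 3 the MS2 value of miR-204 was 0.08, and without control replicate 17 that of miR-448 was -0.06.

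The paper states that NF-κB was downregulated, and its romer p for a fall was 0.0262, or 0.0091 with array weights. It lists the nitric oxide-dependent IL-12 set as upregulated at p under 0.01, and its romer p here was 0.0159. It places lymphocyte activation in Table 6, whereas it is in Table 2, and its p was 0.0535.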

Other observations

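The tests of an exchange of MS5 replicates 9 and 12 by choroid plexus miRs, of array weights in S1 Table, and of the glucocorticoid and hypoxia lists were chosen only after the results were seen. The rules for reading the exchange from choroid plexus and oligodendrocyte miRs were also written after the values were seen.

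Splits of the same arrays into groups of the same sizes were fitted in the same way, 100 for each result on mRNA arrays, and all counts of splits include the real grouping. As many probesets were past the threshold in 59 of 100 splits for MS2 versus controls, 21 for MS5 versus controls, 45 for MS5 versus MS2 and 44 for any contrast, so chance cannot be excluded for these counts. For the dose trend the count at an adjusted p by limma was 0, with 2212 at an unadjusted p under 0.05. All 100 splits must then give as many, so the splits say nothing about chance there. Over all testable sets, camera gave 23 Biocarta sets and as many in 4 of 100 splits, so chance can be excluded for this camera count taken alone. It was 1 of 9 counts tested with splits that could decide, without adjustment for their number, and fry left 0 Biocarta sets after adjustment, the smallest adjusted p being 0.214. The romer count for Table 5 itself was not tested with splits. As many GO and Reactome sets came in 10 of 100 splits, where chance cannot be excluded. For miRs, 2 of the 10 possible splits, the real one included, gave as many past the threshold for MS5 versus controls and 5 of 10 for MS5 versus MS2, and 10 splits cannot exclude chance.

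The 13 preset lists were tested with camera, and the counts are adjusted over the list alone, that is over the 13. In the MS5 group 8 lists passed and 7 of 100 splits gave as many. In the MS2 group 4 passed and 76 of 100 splits gave as many, so chance cannot be excluded for either count. None of these calls held under fry or with an estimated correlation. Median fold changes (log2) for MS5 versus controls were -1.11 for choroid plexus (0 genes higher and 32 lower, adjusted p = 6.65e-32 by camera and 0.213 by fry), -0.33 for ependymal cells (0 and 15, adjusted p = 2.01e-06), 0.26 for hypothalamus and thalamus (17 and 3, adjusted p = 0.000333), -0.16 for meninges (2 and 13, adjusted p = 0.0120), 0.14 for oligodendrocytes (14 and 1, adjusted p = 0.0255) and -0.09 for blood (2 and 9, adjusted p = 0.0120). They were -0.16 for immediate early genes (2 and 8, adjusted p = 0.00676) and 0.17 for opioid genes (7 and 1, adjusted p = 0.00676). For hippocampal neurons the median was -0.13 (adjusted p = 0.132), for microglia 0.04 (adjusted p = 0.384) and for astrocytes 0.04 (adjusted p = 0.495). The score of the whole choroid plexus list differed between the MS5 and control arrays with an exact permutation p of 0.0476, and 2 of the 5 MS5 arrays lay within the range of the controls.

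In the MS2 group the lists at an adjusted p under 0.05 were ependymal cells (-0.32, adjusted p = 0.000407), hypothalamus and thalamus (0.26, adjusted p = 0.0150), hippocampal neurons (-0.22, adjusted p = 0.0264) and immediate early genes (-0.12, adjusted p = 0.0290). The medians of the others were -0.21 for choroid plexus, 0.01 for meninges, 0.12 for oligodendrocytes, -0.05 for microglia, -0.07 for blood, 0.08 for astrocytes, 0.14 for opioid genes, 0.03 for hypoxia response and -0.0011 for glucocorticoid response. For both of the last named the mean had the other sign, at -0.01 and 0.02. Without MS2 replicate 4 none of the lists passed in the MS2 group, and the hippocampal neuron median was 0.03.

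Avp and Trh rose in the MS5 group, and a candidate explanation is tissue of the hypothalamus or thalamus carried along in the dissection. Over the 15 arrays Avp followed the other genes of that list with r = 0.755 (permutation p = 0.00138) and rho = 0.711 (permutation p = 0.00408), with r = 0.780 without the 2 farthest arrays and an adjusted p of 0.00193 over 7 relations. Trh did so with r = 0.830 (permutation p = 3.0e-05) and rho = 0.868 (permutation p = 9.0e-05), with r = 0.740 and an adjusted p of 0.000105. As deviations from group means r was 0.759 for Avp (permutation p = 0.00076, rho = 0.843 with permutation p = 0.00022, r = 0.699 without the 2 farthest, adjusted p = 0.00133) and 0.853 for Trh (permutation p = 6.0e-05, rho = 0.893 with permutation p = 4.0e-05, r = 0.768, adjusted p = 0.00014). Avp and Trh had r = 0.626 (permutation p = 0.0122), rho = 0.561 (permutation p = 0.0312), r = 0.701 without the 2 farthest and an adjusted p of 0.0122. On the MS5 arrays of replicates 8, 9, 12, 13 and 14, Avp stood at 4.68, -0.11, 5.16, -0.55 and 3.48 relative to the control mean, and the other genes of the list at 0.75, -0.28, 0.49, 0.17 and 0.53. The median of the list was as high in the MS2 group, where it fell to 0.0045 without MS2 replicate 4, while in the MS5 group it stayed between 0.146 and 0.316 with single arrays left out. A rise caused by treatment within the tissue remains open and was not tested.

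Treated pups differed from controls by morphine, separation and apnea, so these parts could not be separated by the arrays. The glucocorticoid response list, which could carry an effect of stress or morphine, had a median of 0.0569 in the MS5 group (9 genes higher and 4 lower, camera adjusted p = 0.161). The hypoxia response list, which could carry an effect of apnea, had a median of 0.00709 (6 and 6, camera adjusted p = 0.231). With genes moving both ways, neither result decides, and a response cannot be told apart from none.

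The same replicate numbers on both kinds of array allow a check of identity over 8 animals. A score of choroid plexus miRs stood at 0.07, -1.30 and -1.24 on the miR arrays of MS5 replicates 9, 12 and 14, while the unnamed choroid plexus genes stood at -1.38, -0.10 and -2.09 on the mRNA arrays of the same numbers. As labelled, the scores had r = 0.422 (exact permutation p = 0.296) and rho = 0.238 (exact permutation p = 0.582), with r = 0.287 without the 2 farthest animals. With the numbers 9 and 12 exchanged r was 0.876 (exact permutation p = 0.0143) and rho 0.595 (exact permutation p = 0.132), and r was 0.161 without the 2 farthest animals, on which the relation therefore rests. Both independent tests were undecided. The mean of the oligodendrocyte miRs on the miR array numbered 9 minus that on the array numbered 12 was -0.14, but over the 6 other animals these miRs did not follow the oligodendrocyte genes (r = -0.05). Across 74 pairs of miRs and host genes, which are not independent replicates, the correlation of the difference between 9 and 12 was 0.0961, where the other 15 pairs of animals had a median of 0.241 and a range of -0.325 to 0.513. An exchange of the numbers cannot be told apart from the labels as given.

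Tables 1 and 7 print different fold changes for Kl, the only mRNA in both, and array weights in the one and none in the other may account for this. The 620 genes in the copy of S1 Table determine the weight of each array in its fold changes, and MS2 replicate 4 had a weight of 0.0422 where equal weights give 0.2. The 5 MS2 weights were 0.359, 0.291, 0.0422, 0.0586 and 0.250, within 0.000732 of the shares that limma's array weights gave here. With array weights all 28 MS2 and all 28 MS5 values of Table 1 lay within 0.01 of those here. The paper's text does not name array weights.

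The headings for downregulated and mixed sets in Table 5 differ from the supplement. The p printed for the 8 sets under the first is that of the mixed test in S5 Table, and the p printed for the 5 sets under the second is that of the test for a fall.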
